# Prostate cancer susceptibility gene *HIST1H1A* is a modulator of androgen receptor signaling and epithelial to mesenchymal transition

**DOI:** 10.18632/oncotarget.25536

**Published:** 2018-06-19

**Authors:** Kendra A. Williams, Minnkyong Lee, Jean M. Winter, Derek E. Gildea, Carla Calagua, Natasha L. Curry, Jens Lichtenberg, Huihui Ye, Nigel P.S. Crawford

**Keywords:** ATAC-seq, HIST1H1A, neuroendocrine prostate cancer, epithelial mesenchymal transition, Wnt pathway

## Abstract

In 2018, approximately 165,000 new prostate cancer (PC) cases will be diagnosed, and over 29,000 men will succumb to PC in the U.S. alone. The means of assessing outcome in the clinic are inaccurate, and there is a pressing need to more precisely identify men at risk of aggressive PC. We previously identified *HIST1H1A* as a susceptibility gene for aggressive PC. *HIST1H1A* encodes H1.1, a member of the linker histone family that is involved in chromatin organization and compaction. To understand the molecular basis of aggressive PC, we have characterized how germline variation modulates susceptibility to neuroendocrine differentiation, which is a form of aggressive PC. Immunohistochemistry studies revealed that *HIST1H1A* is over-expressed in normal human prostate tissue compared to prostate adenocarcinoma. Functional characterization of *HIST1H1A* in prostate LNCaP cells indicated that *HIST1HA* over-expression increased cell growth, as well as the expression of neuroendocrine and epithelial-to-mesenchymal markers *in vitro*. Assay for Transposase-Accessible Chromatin (ATAC-seq), which is used to assess chromatin compaction and thus the transcriptional availability of individual genomic regions, demonstrated that H1.1 plays a prominent role in modulating Wnt signaling pathway genes, which are implicated in prostate tumorigenesis. These results demonstrate that *HIST1H1A* is a modulator of aggressive PC susceptibility.

## INTRODUCTION

Prostate cancer (PC) is one of the most commonly diagnosed male cancers in the U.S. It is estimated that approximately 165,000 new PC cases will be diagnosed, and over 29,000 men will die from this disease in 2018 [1]. Measurement of serum prostate specific antigen (PSA) is the established screening tool used for detecting PC. However, there remain legitimate questions regarding the accuracy of this test, since it has no predictive prognostic value at diagnosis which leads to high rates of over-diagnosis and over-treatment [2–4]. Therefore, more in-depth understanding of the mechanisms involved in PC progression is needed to accurately identify men at risk for developing a more aggressive and fatal form of this disease, and to prevent over treatment of men with low risk disease.

Survival and growth of malignant PC cells are dependent on the androgen receptor (AR) signaling pathway. Therefore, androgen deprivation therapy (ADT) with therapeutic agents such as abiraterone and enzalutamide is the first line of treatment for patients suffering from locally advanced PC [3, 5–10]. Many patients exhibit an initial therapeutic response to ADT; however, long term treatment with ADT results in progression to an aggressive, metastatic, and ultimately fatal disease form [11, 12]. Interestingly, autopsy studies have demonstrated that at least 25% of castrate resistant tumors harbor neuroendocrine (NE) histological characteristics, indicating that the incidence of NE prostate cancer (NEPC) is much more common than previously thought [13, 14]. With the widespread use of ADT for treating PC, the incidence of patients with NEPC is expected to rise. Therefore, identifying novel molecular targets, and understanding the mechanisms driving NEPC is of critical importance.

Hereditary variation can contribute considerably to an individual’s risk for developing aggressive and metastatic PC [15–17]. Our earlier study identified aggressive PC susceptibility genes using the C57BL/6-Tg(TRAMP)8247Ng/J (TRAMP) mouse model of NEPC. Quantitative trait locus (QTL) mapping in transgene-positive (TRAMP × NOD/ShiLtJ) F2 intercross males, and expression QTL mapping using primary tumor microarray data identified 35 aggressive PC candidate genes that harbored variants associated with aggressive disease characteristics. Analysis of QTL data demonstrated that differential expression of *Hist1h1a* in prostate tumor samples, as a consequence of germline variation, influences disease aggressiveness in this mouse model. *In silico* analysis identified *HIST1H1A* as having an expression level associated with patient outcome in a human PC gene expression dataset and harboring a single nucleotide polymorphism associated with lymph node metastasis in the PC genome wide association study (GWAS) [15].

The linker histone family member H1.1 forms an integral part of nucleosome, which are the fundamental unit of eukaryotic chromatin. Linker histones interact with both DNA and the core histone octamer to form a unique structural motif that allows for correct folding and compaction of chromatin [18]. Linker histone proteins have several important functions in the nucleosomes. These functions include positioning and spacing within the nucleus, nucleosome stabilization via chromatin compaction, and controlling gene expression by preventing access of transcription factors and RNA polymerase to the DNA [19]. The H1 linker histone family consists of seven somatic variants *H1F0*, *HIST1H1A* (H1.1), *HIST1H1C* (H1.2), *HIST1H1D* (H1.3), *HIST1H1E* (H1.4), *HIST1H1B* (H1.5), and *H1FX* [18]. Interestingly, while the replication-dependent somatic histones H1.2-H1.5 are found depleted in active promoter regions and enriched in areas associated with repression, H1.1 is found enriched in the promoter regions and is associated with transcriptional activity [20]. Additionally, mouse *Hist1h1a* is highly expressed in organs with an abundance of proliferating cells, such as the thymus, spleen, and testis [21].

*In vitro* analyses in our study have relied on two cell lines: LNCaP and PC-3. LNCaP is an AR-positive cell line that is reminiscent of prostate adenocarcinoma. Conversely, PC-3 is an AR-negative cell line that actively expresses NE markers [22] and is thus more comparable to NE prostate carcinoma. In this study, we show for the first time that H1.1 expression is significantly higher in normal human prostate tissue compared to prostate adenocarcinoma. In addition, ectopic expression of *HIST1H1A* suppressed cell growth, invasion and migration *in vitro* in PC-3 cells. Microarray analysis using LNCaP cells indicated that *HIST1H1A* over-expression promotes either an increase or decrease in over 1,900 transcripts. Ingenuity Pathway Analysis (IPA) suggested that both AR signaling and epithelial-to-mesenchymal transition (EMT) pathways are affected in an *HIST1H1A* dependent manner. In line with this finding, protein and differential gene expression data demonstrated that *HIST1H1A* over-expression decreases AR levels and increases EMT markers in an AR positive environment. Assay for Transposase-Accessible Chromatin (ATAC)-sequencing analysis suggested that over-expression of H1.1 impacts the genome landscape in PC cells. Validation of ATAC-seq data using Chromatin Immunoprecipitation and qPCR (ChIP-qPCR), demonstrated that H1.1 occupancy influences important pathways related to aggressive tumorigenesis such as WNT pathway, AR signaling, and EMT. This study is the first to demonstrate a functional role for *HIST1H1A* in influencing aggressive PC susceptibility.

## RESULTS

### *HIST1* gene members are associated with aggressive prostate cancer

A systems genetics approach in (TRAMP x NOD/ShiLtJ) F2 intercross males was previously used to identify 35 aggressive PC modifier genes. Of these genes, six *Hist1* family members were identified as being associated with susceptibility to aggressive PC (*Hist1h1a, Hist1h2ab, Hist1h3c, Hist1h3e, Hist1h4a,* and *Hist1h4h*) [15]. In this study, further analysis determined that the peak regions of linkage of two loci on mouse Chr. 13 associated with primary tumor burden and nodal metastasis burden were in proximity to the mouse *Hist1* locus. This is of interest since an earlier family-based linkage study demonstrated that the syntenic region of the human genome encompassing the *HIST1* locus (Chr. 6p22.3) is a risk locus for aggressive PC [23]. Given the prominence of *Hist1* locus genes in the list of 35 aggressive PC susceptibility candidate genes in (TRAMP × NOD/ShiLtJ) F2 males, we analyzed the relationship between expression levels of the human orthologs of the six *Hist1* genes and aggressive PC. An *in silico* validation using logistic regression (LR) analysis to determine the correlation between the expression level of all six *HIST1* genes and aggressive PC clinical variables was performed using human PC gene expression datasets. LR analysis was performed using three different cohorts: the Cancer Genome Atlas [TCGA] prostate adenocarcinoma [PRAD] (*n* = 497) [24]; GSE21032 (*n* = 150) [24]; and GSE49961 (*n* = 545) [25] which consist of microarray datasets. These analyses indicated that of the six *HIST1* genes identified in (TRAMP × NOD/ShiLtJ) F2 intercross males, the expression levels of *HIST1H1A* and *HIST1H4H* were associated with aggressive PC clinical variables. In the GSE21032 cohort, *HIST1H1A* expression was associated with Gleason Score (odds ratio = 0.39; 95% CI = 0.22 – 0.67; *P* = 8.00 × 10^–4^; FDR = 0.03). In the TCGA cohort, *HIST1H4H* expression was associated with nodal stage (odds ratio = 1.63; 95% CI = 1.26 – 2.11; *P* = 2.00 × 10^–4^; FDR = 0.01). Additional results for all six *HIST1* genes are shown in Supplementary Table 1. To further examine the association of *HIST1H1A* and *HIST1H4H* expression with survival, we performed Kaplan–Meier survival analysis. The analyses revealed that subjects exhibiting differential expression of either of these genes in primary tumors in the GSE46691 cohort exhibited an improved overall survival and a lower risk of disease recurrence. Specifically, the expression of *HIST1H1A* and *HIST1H4H* were significantly altered in 9.9% (54/545) of the cases (Figure 1A and Supplementary Table 2). Both overall survival (Figure 1B) and disease recurrence (Figure 1C) were significantly improved in patients with higher than average gene expression of *HIST1H1A* and lower than average gene expression of *HIST1H4H* in primary tumors compared to patients with apparently normal levels of these two genes (log-rank *P* = 0.020 and 0.039 respectively), indicating that higher than average gene expression of *HIST1H1A* and lower than average gene expression of *HIST1H4H* were associated with a lower likelihood of aggressive disease. No association between *HIST1H1A* and *HIST1H4H* expression and survival was observed in the GSE21032 and TCGA cohorts (data not shown).

**Figure 1:**
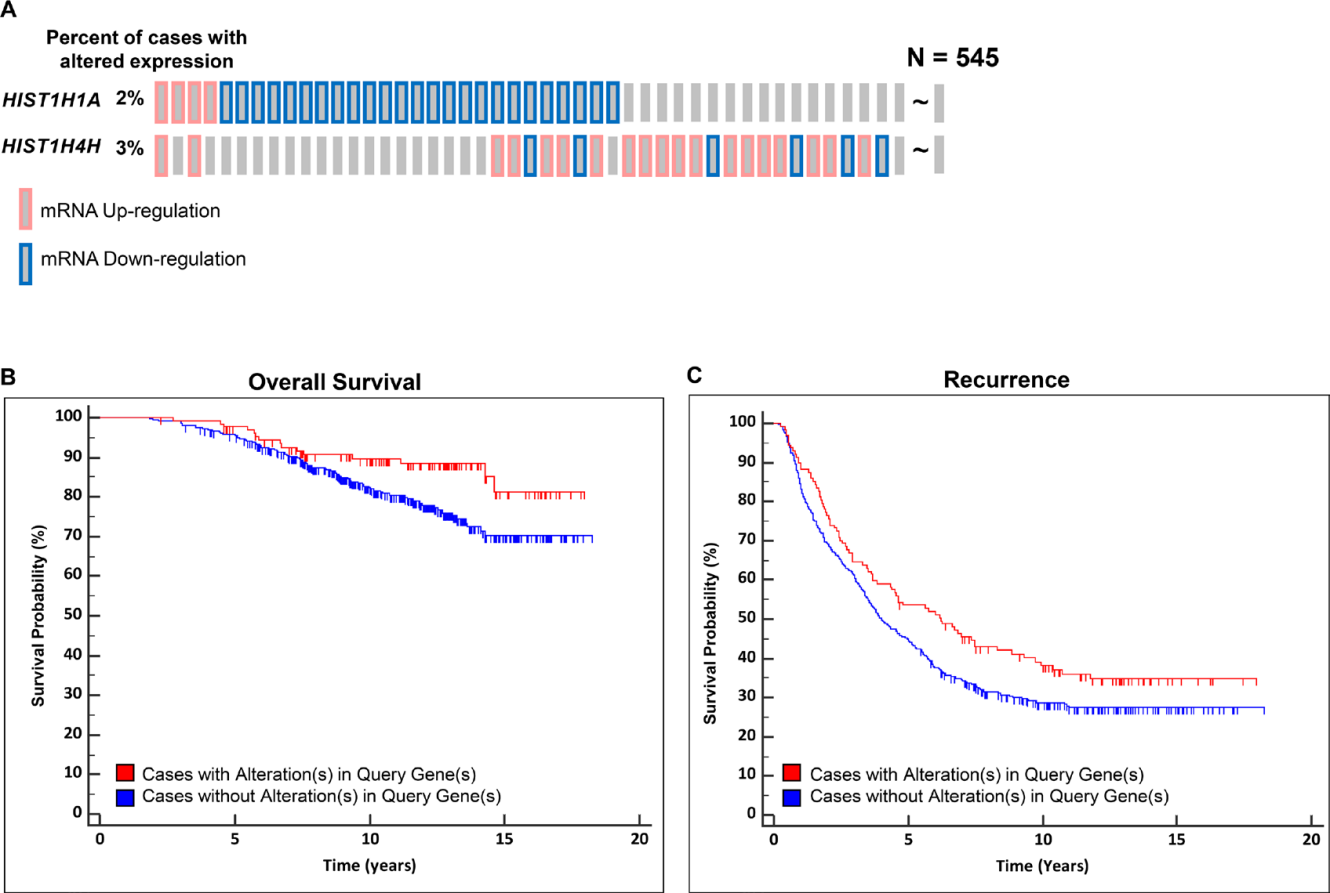
Expression levels of two *HIST1* genes are associated with aggressive prostate cancer outcomes Oncoprint gene expression analysis illustrates the percentage of patients harboring aberrant expression levels of *HIST1H1A* and *HIST1H4H* (**A**). Patients with altered expression of *HIST1H1A* and *HIST1H4H* are associated with better overall survival, log rank *P* = 0.020 (**B**) and reduced disease recurrence, log rank *P* = 0.039 (**C**).

### Characterization of *HIST1H1A* in prostate tissue microarray reveals higher expression in prostate normal tissue compared to prostate adenocarcinoma

To investigate the clinical relevance of changes in H1.1 expression in PC, we performed immunohistochemistry (IHC) staining using prostate tissue microarray (TMA). TMAs, which were obtained from The Prostate Cancer Biorepository Network, consisted of 80 cases of normal prostate epithelial and matched adenocarcinoma samples. Clinical characteristics of patient samples can be found in Supplementary Table 3. Strong H1.1 staining was observed in normal prostate epithelium (Figure 2A and 2B) compared to weaker staining in the prostate adenocarcinoma (Figure 2C and 2D). Significantly higher immunoscores (intensity of positive staining × percentage of positive cells) of H1.1 staining was observed in normal prostate epithelial tissue (*P* < 1.0 × 10^–4^; Figure 2E) as well as stromal tissue (*P* = 7.0 × 10^–4^; Figure 2F) compared to adenocarcinoma tissue.

**Figure 2:**
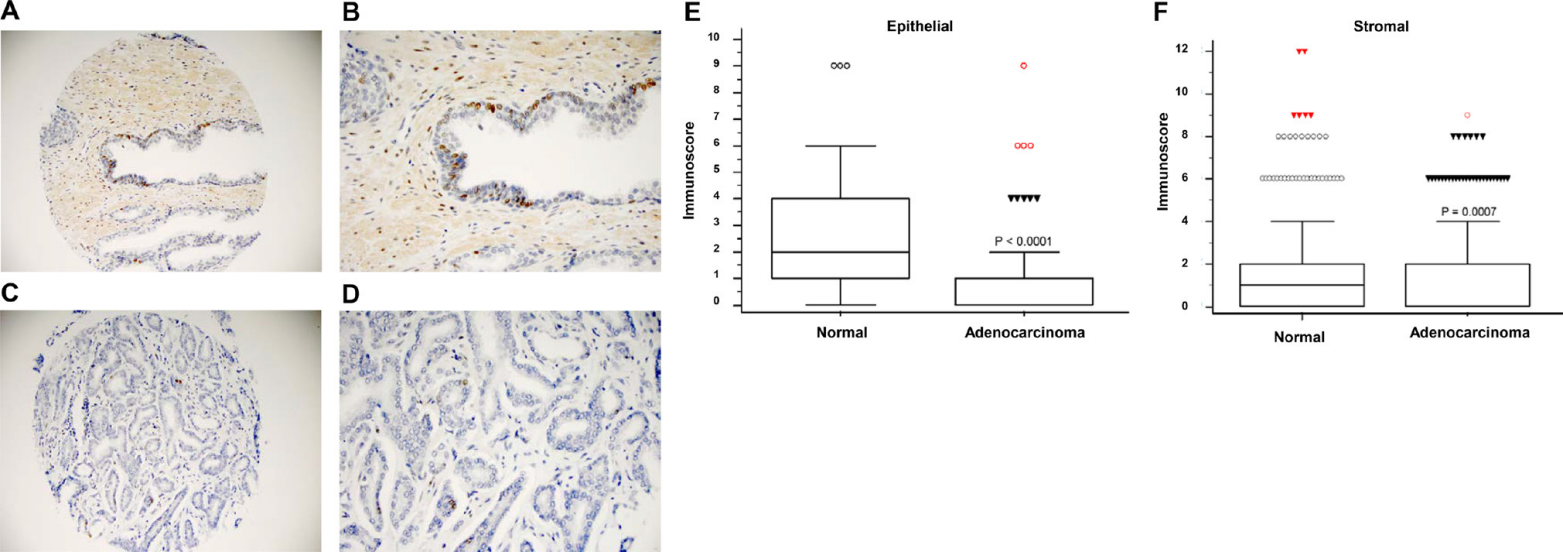
*HIST1H1A* expression is down-regulated in prostate adenocarcinoma Representative images of histological sections showing positive staining of H1.1 in normal prostate at 20× and 40× (**A** and **B**), and prostate adenocarcinoma at 20× and 40× (**C** and **D**). Box plots representing immunoscore (immunointensity × percentage score) in prostate epithelial tissue, *P* = 1.0 × 10^-4^ (**E**), and prostate stromal tissue, *P* = 7.0 × 10^-4^ (**F**). *P*-values were determined using Wilcoxon rank sum test (*n* = 80 cases vs. *n* = 80 control).

### *HIST1H1A* suppresses growth and metastasis in the androgen receptor negative PC-3 cells

To better understand the role *HIST1H1A* plays in PC aggressiveness, we stably over- expressed *HIST1H1A* in the aggressive AR-negative human PC cell line PC-3 using lentiviral transduction. Control cells were generated by transducing PC-3 cells with lentivirus containing an empty vector. *HIST1H1A* expression was confirmed using RT-qPCR and Western blot (Supplementary Figure 1A and 1B). To determine how *in vitro* growth rates were affected in cells expressing *HIST1H1A* versus control, we performed growth curve analysis. Over-expression of *HIST1H1A* significantly suppressed cell growth on day six compared to control, *P* = 2.08 × 10^–8^ (Figure 3A). To explore *HIST1H1A* involvement in cell migration and invasion, we employed a trans-well migration system, which allow movement of cells across a membrane coated with collagen IV or Matrigel, respectively. Over-expression of *HIST1H1A* significantly suppressed migration (average absorbance 560 nm = 0.25 ± 0.05) versus control (average absorbance 560 nm = 0.35 ± 0.08, *P* = 0.002), and invasion (average absorbance 560 nm = 0.20 ± 0.02) versus control (average absorbance 560 nm = 0.23 ± 0.05, *P* = 0.04; Figure 3B and 3C).

**Figure 3:**
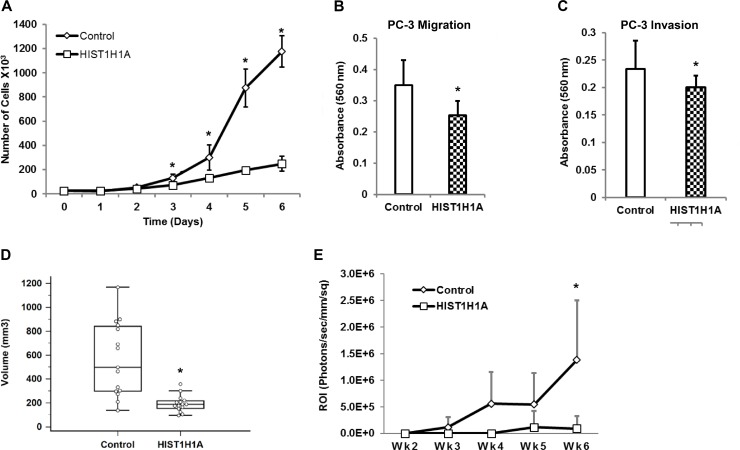
*HIST1H1A* inhibits cell growth, migration, and invasion both *in vitro* and *in vivo* in androgen receptor negative PC-3 cells Growth was monitored in three clonal isolates of PC-3 cells over-expressing *HIST1H1A* or control vector, *P* (^*^) < 0.01 (**A**). *In vitro* cell migration was determined in PC-3 cells over-expressing *HIST1H1A* or control vector by monitoring migration of cells across trans-well membrane coated with collagen, *P* (^*^) = 0.002 (**B**). *In vitro* cell invasion was determined in PC-3 cell over-expressing *HIST1H1A* or control vector by monitoring the ability of cells to invade a Matrigel matrix, *P* (^*^) = 0.042 (**C**). Cells expressing *HIST1H1A* or control vector were injected into the flanks of NU/J mice, and tumor size was measured once a week for 5 weeks using a digital caliper. Results are expressed as tumor volume, Volume = (Width^2^ × Length)/2, (*n* = 15), *P* (^*^) = 6.79 × 10^-5^ (**D**). PC-3 Luc cells over-expressing *HIST1H1A* or control vector and co-expressing the luciferase gene were injected into the left ventricle of NU/J male mice. Bioluminescence was quantified by imaging mice weekly using an IVIS Xenogen chamber to monitor dissemination of cancer cells, which is measured by photon flux (P/sec/mm/sq) (*n* = 12), *P* (^*^) = 0.001 (**E**). Results are presented as mean + SD of at least two experiments, statistical significance was calculated using the Student’s *T*-test, or ANOVA with *P* (^*^) < 0.05 representing statistical significance between *HIST1H1A* and control vector group.

Subsequently, we examined the effect of *HIST1H1A* over-expression on tumor growth and dissemination *in vivo*. We investigated the ability of *HIST1H1A* to modulate tumor growth in a xenograft flank assay by injecting control cells, or cells over-expressing *HIST1H1A* into the flanks of NU/J mice and observed tumor growth over a five-week period. *HIST1H1A* significantly suppressed tumor volume compared to the control group (average tumor volume = 212 ± 133 mm^3^ versus 1,305 ± 896 mm^3^, *P* = 6.79 × 10^–5^; Figure 3D). To evaluate the effect of *HIST1H1A* on tumor dissemination *in vivo*, we performed intra-cardiac injections in NU/J mice using PC-3 cells tagged with luciferase (PC-3 Luc), and over-expressing either *HIST1H1A* or control vector. Tumor dissemination was determined by quantifying bioluminescent signals of cells over-expressing either *HIST1H1A* or control vector over six weeks. A significant reduction in dissemination of PC-3 cells was observed in the *HIST1H1A* group compared to the control group (average flux 9.17 × 10^4^ ± 2.34 × 10^5^ versus 1.38 × 10^6^ ± 1.12 × 10^6^, *P* = 0.001; Figure 3E).

### *HIST1H1A* increases the aggressiveness of the androgen receptor-positive human prostate cancer LNCaP cell line

To characterize the functional role *HIST1H1A* plays in an androgen receptor positive environment, we used lentiviral transduction techniques to stably over-express *HIST1H1A* or a control vector in the LNCaP PC cell line as was previously performed in PC-3 cells. Growth curve analysis revealed that cells over-expressing *HIST1H1A* exhibited a significant increase in cell growth compared to the control group (*P* = 7.45 × 10^–15^; Figure 4A). We next performed soft agar assay to determine the effect of *HIST1H1A* over-expression on cell growth in 3D culture. Over-expression of *HIST1H1A* significantly enhanced the number of colonies found growing in suspension compared to the control group (468 ± 87.5 versus 247 ± 96 colonies, *P* = 0.014; Figure 4B). To investigate the *in vitro* migratory and invasive potential of cells expressing *HIST1H1A* in an AR-positive environment, we performed trans-well assays. LNCaP cell migration was not significantly impacted by *HIST1H1A* over-expression (Figure 4C). However, invasion was significantly decreased with the over-expression of *HIST1H1A* compared to the control group (average absorbance 560 nm = 0.030 ± 0.009) versus (average absorbance 560 nm = 0.060 ± 0.020; *P* = 6.22 × 10^–4^; Figure 4D). Table 1 presents a summary of *in vitro* and *in vivo* studies performed in PC-3 and LNCaP cells over-expressing *HIST1H1A* relative to cells expressing the control vector.

**Figure 4:**
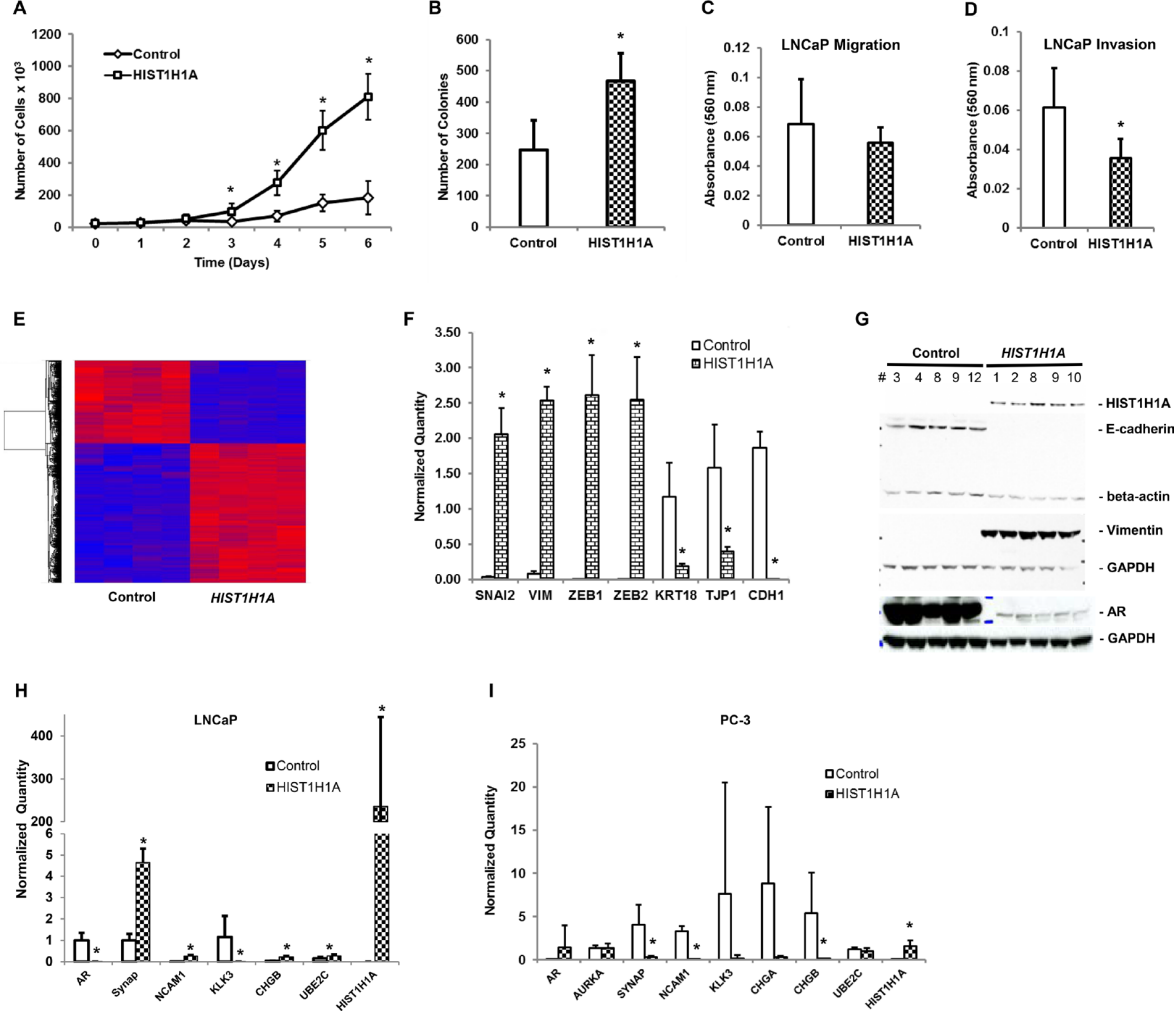
*HIST1H1A* enhanced the expression of neuroendocrine and epithelial-to-mesenchymal markers in the androgen receptor-positive LNCaP human prostate tumor cells Growth was monitored in three clonal isolates of LNCaP cells over-expressing *HIST1H1A* or control vector, *P* (^*^) < 0.001 (**A**). Growth in suspension was monitored in LNCaP cells over-expressing *HIST1H1A* or control vector by growing cells in soft agar, *P* (^*^) = 0.014 (**B**). *In vitro* cell migration was determined in LNCaP cells over-expressing *HIST1H1A* or control vector by monitoring migration of cells across trans-well membrane coated with collagen, *P* = n.s. (**C**). *In vitro* cell invasion was determined in LNCaP cells over-expressing *HIST1H1A* or control vector by monitoring the ability of cells to invade a Matrigel matrix, *P* (^*^) = 6.22 × 10^-4^ (**D**). Global gene expression was quantified in LNCaP cells over-expressing *HIST1H1A* or control vector using microarray analysis. Heat map represents relative gene expression of four clonal isolates over-expressing *HIST1H1A* or control vector (**E**). qRT-PCR was used to quantify gene expression of EMT markers in four clonal isolates of LNCaP cells over-expressing *HIST1H1A* or control vector, *P* (^*^) < 0.05 (**F**). Western blot was used to quantify protein expression of EMT markers in LNCaP cells over-expressing *HIST1H1A* or control vector, GAPDH served as a loading control (**G**). qRT-PCR was used to quantify gene expression of NE markers in four clonal isolates of LNCaP cells, *P* (^*^) < 0.05 (**H**) and PC-3 cells, *P* (^*^) < 0.05 (**I**). Results are presented as mean + SD of three experiments, statistical significance was calculated using the Student’s *T*-test with *P* (^*^) < 0.05 representing statistical significance between *HIST1H1A* and control vector group.

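Across the 16377 transcript clusters, the log2 signals of the 4 *HIST1H1A* clones correlated with each other at r of 0.964 to 0.977 in 6 pairs. The 4 control clones correlated at 0.932 to 0.967 in 6 pairs, and the 16 pairs of a control and a *HIST1H1A* clone at 0.916 to 0.948. The lowest correlations among control clones therefore overlapped those between the groups. These are correlations across clusters, which are not independent replicates. The first principal component held 37.5% of the variance and separated the groups, with control clones at -39.9 to -28.4 and *HIST1H1A* clones at 30.9 to 34.3. The next component held 23.2% and did not separate them. The mean SD of a cluster between clones was 0.343 for the control vector and 0.260 for *HIST1H1A* on the log2 scale.

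**Figure D1:**
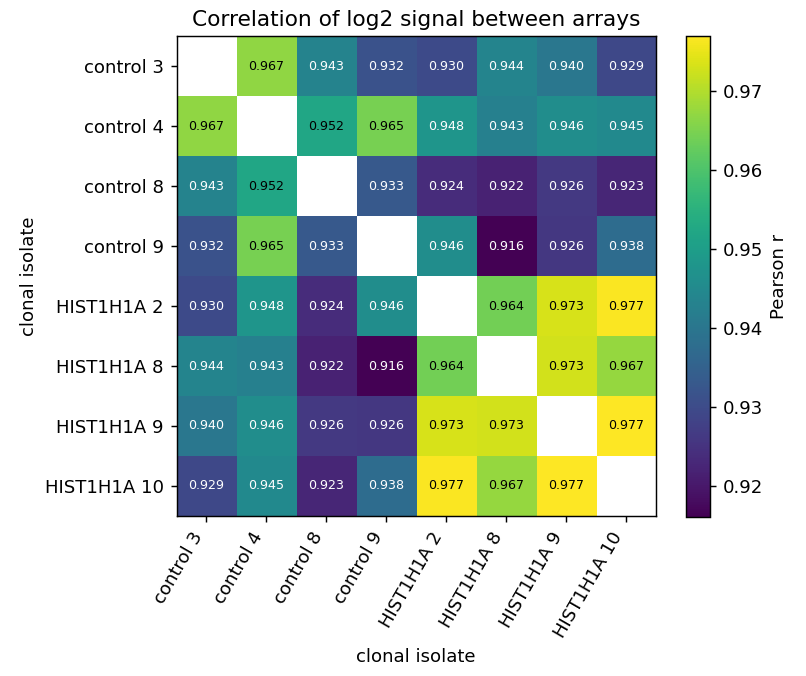
Pearson r of log2 signal between each pair of the 8 arrays, with clones on both axes and r as color and number. HIST1H1A clones lie at 0.964 or above with each other, and control clones between 0.932 and 0.967.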

**Table 1:** Summary of *in vitro* and *in vivo* studies using PC-3 and LNCaP cell lines over-expressing *HIST1H1A*

*In Vitro* and *In Vivo* assays	PC-3 cells	LNCaP cells
Soft agar assay	N/A	Increase
Growth assay	Decrease	Increase
Migration	Decrease	n.s Decrease
Invasion	Decrease	Decrease
Flank assay	Decrease	N/A
Intra-cardiac injections	Decrease	N/A

n.s represent non-significant.

Data represent results compared to cells expressing the control vector in each cell lines.

### Over-expression of *HIST1H1A* impacts global gene expression in prostate cancer cell lines

To gain insight into the mechanism underlying the influence of *HIST1H1A* in promoting a more aggressive PC phenotype in LNCaP cells, we used microarray analysis to evaluate the expression profile of clonal isolates expressing either *HIST1H1A* or control vector. 

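RNA from 8 clonal isolates of LNCaP, a human prostate tumor cell line, was hybridized to Affymetrix Human Gene 2.0 ST arrays, with 1 array for each of 4 clones carrying the control vector (clones 3, 4, 8 and 9) and 4 clones over-expressing *HIST1H1A* (clones 2, 8, 9 and 10). A clonal isolate is grown from a single transduced cell. The spread between arrays of a group therefore holds differences between clones and differences in measurement. With 1 array per clone, these cannot be told apart. The authors deposited log2 signal per transcript cluster, the array's unit for a gene. The table used here held 16377 transcript clusters, of which 4247 carried 1 gene symbol, for 4072 genes, most of them on chromosomes 1, 10, 11, 12 and 13. *HIST1H1A*, *KLK3* and *CDH1* were not analysed here, so the over-expressed gene could not be used to check the labels. The median log2 signal was lowest at 3.246 and highest at 3.297 on the 8 arrays. The groups were compared with limma, with Benjamini-Hochberg adjustment over all 16377 clusters and the paper's thresholds of a fold change over 2 and an adjusted p under 0.05. A gene with several clusters was represented by its brightest. Calls of single genes were repeated under 16 other settings that keep at least 7 of the 8 arrays and test against no change. The number of arrays limits the precision.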

Over 1,900 transcripts were found to be significantly dysregulated in response to *HIST1H1A* over-expression (fold change > ±2; false discovery rate [FDR] < 0.050; Figure 4E, Supplementary Table 4). 

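The rankings below cover only the 4072 genes named in the table used here, not the whole array. For *NEFL*, not measured here, the paper's Supplementary Table 4 gives a rise of 166-fold, larger than any rise below. The largest rise among named genes was in *NID1*, which encodes the basement membrane protein nidogen 1, with a log2 signal of 3.95 ± 0.19 (SD, n = 4) in control clones and 9.34 ± 0.21 (SD, n = 4) in *HIST1H1A* clones. This is a log2 fold change of 5.40 (standard error 0.15, adjusted p = 1.6e-06 from limma). *CACHD1* rose 22.5-fold and *KCTD12* 21.0-fold. *LINC02381*, a long non-coding RNA, rose 15.7-fold and the transcription factor *TFCP2* 14.3-fold. The secreted serine protease *HTRA1*, *POGLUT3* and *KIRREL1* rose between 11.0-fold and 13.0-fold. *JAK1* and the WNT receptor *FZD8* were also among the 10 largest rises. The largest fall was in *FOLH1*, which encodes prostate-specific membrane antigen, from 8.63 ± 0.52 (SD, n = 4) to 2.65 ± 0.24 (SD, n = 4), a log2 fold change of -5.98 (standard error 0.26, adjusted p = 9.8e-06 from limma). *C1orf116* was 51.9-fold lower and the epithelial transcription factor *EHF* 38.3-fold lower. *LCP1*, *TSPAN1* and *DNASE2B* were 12.7-fold to 15.0-fold lower, and *ST8SIA6-AS1*, *MIR622* and *LUZP2* 10.6-fold to 11.4-fold lower. *GPR158* was 12.5-fold lower (adjusted p = 0.029 from limma), but it spread by an SD of 1.86 between control clones, it was 7.15-fold lower without control clone 9, and its call was lost in 6 of the 16 other settings (adjusted p up to 0.12) and against a fold of 2 (adjusted p = 0.36 from limma). Another cluster that the annotation names *GPR158*, whose strand was not checked, was 1.26-fold lower and did not pass (adjusted p = 0.16 from limma). In *FOLH1*, *DNASE2B*, *TSPAN1*, *GPR158*, *LUZP2*, *CACHD1* and *TFCP2* the lower group's mean lay below 3.27, the median of all values, and no background level was used here, so these folds and their order rest on low signals. In all, 618 of 16377 transcript clusters (3.77%) changed, 392 upward and 226 downward, and 349 of them carried a gene symbol. Over all 16377 clusters the groups' arrays did not overlap in 1816 (11.1%), where chance separates 2.86%. The methods' t-test, which the array methods do not name and which was taken here from the legend of Figure 4, called 397 clusters after Benjamini-Hochberg adjustment and 768 at the same fold and an unadjusted p under 0.05, and limma's test against a fold of 2 called 118.

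**Figure D2:**
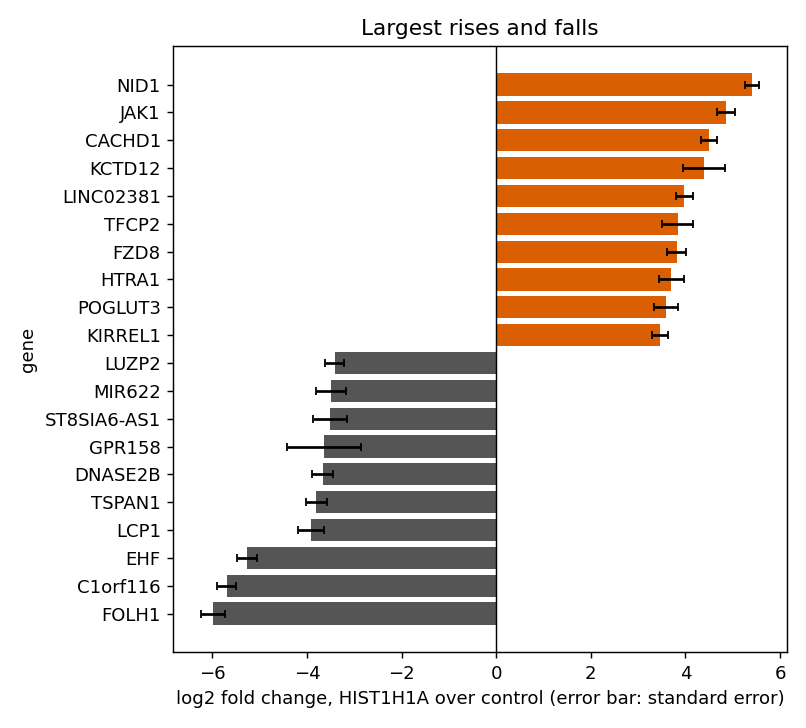
Log2 fold change of HIST1H1A over control clones, with the standard error as error bar. Shown are the 10 largest rises and the 10 largest falls among the 4072 genes named here, which are part of the array. NID1 stands at 5.40 and FOLH1 at -5.98.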

IPA identified several canonical signaling pathways and molecules affected by *HIST1H1A* over-expression, including PTEN signaling (FDR = 1.55 × 10^–4^), regulation of EMT (FDR = 3.98 × 10^–4^), and the WNT/Ca^+^ pathway (FDR = 8.51 × 10^–4^) (Supplementary Tables 5 and 6).

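Of 33 listed genes of WNT/calcium signaling, only *CAMK2G* was measured, with a log2 fold change of -0.03 (standard error 0.12, adjusted p = 0.96 from limma). This and the other gene lists were written before the data were examined but after some of the paper's array values had been seen. Of 76 genes of axon guidance, 14 were measured, and 3 rose, 3 fell and 8 did not pass (5 higher and 3 lower when adjusted over the list alone; limma camera, adjusted p = 0.68). Camera tests a shift of a list in a common direction, where rises and falls cancel. It therefore does not test for changes in both directions. Over all 16377 clusters, 948 passed at the same adjusted p. Of the 16377, 12130 carry no gene symbol here, so this share is not matched to a list of named genes. The semaphorin receptor *PLXNA2* rose 6.94-fold and the netrin receptor *UNC5B* 4.82-fold, while the ephrin ligands *EFNA1* and *EFNA4* were 3.27-fold and 2.77-fold lower. The calls of *PLXNC1*, which rose 1.54-fold, and *NRP1*, which was 3.02-fold lower, were each lost in 7 of the 16 other settings, with adjusted p up to 0.082 and 0.11. The control mean of *PLXNC1*, 3.25, lay below the median of all values, so its fold rests on a low signal. From its pathway analysis of these arrays, the paper states that regulation of EMT and the WNT/Ca+ pathway, among others, were affected by *HIST1H1A* over-expression. Its Supplementary Table 5 gives axonal guidance signaling the lowest FDR of the pathways listed.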

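On the arrays, *VIM*, which encodes the mesenchymal intermediate filament vimentin, rose from a log2 signal of 4.44 ± 0.41 (SD, n = 4) in control clones to 7.29 ± 0.06 (SD, n = 4) in *HIST1H1A* clones, a 7.24-fold rise (adjusted p = 9.8e-05 from limma). Other clusters that the annotation names *VIM* had log2 fold changes of 2.11 (adjusted p = 0.0031 from limma) and 0.73 (adjusted p = 0.16 from limma). The mean over all clusters of this name rose 3.72-fold. The strand these clusters read was not checked, so they need not measure the same transcript. *ZEB1*, a transcription factor that represses epithelial genes, rose 1.85-fold (adjusted p = 0.029 from limma). *KRT18*, an epithelial keratin, was 2.23-fold lower (adjusted p = 0.020 from limma). The *ZEB1* and *KRT18* calls were each lost in 5 of the 16 other settings, with adjusted p ranging from 0.010 to 0.094 and from 0.0042 to 0.081. *SNAI2*, *ZEB2*, *TJP1* and *CDH1* were not analysed here. Of 38 listed epithelial genes, 6 were measured, and 5 fell, none rose and 1, *OVOL1*, did not pass (6 lower when adjusted over the list alone). The 5 were *EHF*, *ST14*, *KRT8*, *KRT18* and *PKP3*. The membrane protease *ST14* was 9.34-fold lower and *KRT8*, the partner of *KRT18*, 2.66-fold lower. The group was lower than other genes (limma camera, adjusted p = 9.2e-08), with adjusted p = 0.095 with an estimated correlation. This list was written before the data were examined but after values of Supplementary Tables 4 and 6 had been seen. It is therefore not independent evidence of its direction. Of 42 mesenchymal genes, 4 were measured, and *VIM* and *ZEB1* rose while *MMP14* and *TAGLN* had log2 fold changes of 0.21 and 0.01 and did not pass (2 higher when adjusted over the list alone; limma camera, adjusted p = 0.086).

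**Figure D3:**
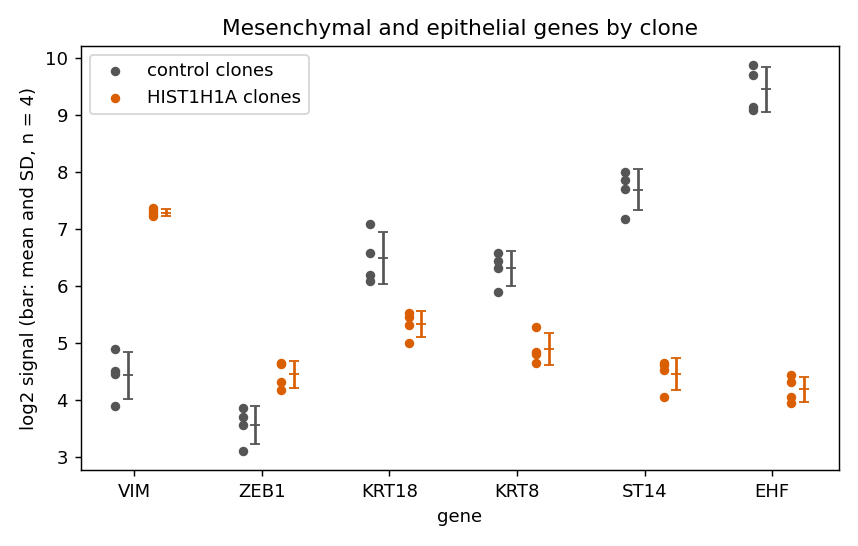
Log2 signal of 2 mesenchymal genes (VIM and ZEB1) and 4 epithelial genes in each clone, with points for single clones and bars for the mean and SD of 4 clones. VIM stands at 7.29 in HIST1H1A clones and 4.44 in control clones, and the epithelial genes are lower in HIST1H1A clones.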

Since *HIST1H1A* over-expression affected several factors of the EMT signaling pathway, we sought to validate several genes found in the EMT pathway by performing qRT-PCR. Our analyses confirmed that *HIST1H1A* over-expression in LNCaP cells significantly affected several prominent EMT markers. Gene expression for mesenchymal marker Vimentin (*VIM)*, and transcription factors Slug (*SNAI2*), Zinc finger E-box binding homeobox (*ZEB)* 1 and 2 were significantly upregulated; *VIM* (fold change = 34.32 ± 2.63, *P* = 4.29 × 10^–6^), *SNAI2* (fold change = 63.91 ± 11.61, *P* = 2.63 × 10^–4^), *ZEB1* (fold change = 2.07 × 10^3^ ± 4.47 × 10^2^, *P* = 4.93 × 10^–4^) and *ZEB2* (fold change = 4.23 × 10^3^ ± 9.90 × 10^2^, *P* = 6.74 × 10^–4^). However, gene expression for epithelial markers Keratin 18 (*KRT18*), Tight junction protein 1 (*TJP1*) and E-cadherin (*CDH1*) were significantly suppressed; *KRT18* (fold change = 1.60 × 10^–1^ ± 2.91 × 10^–2^, *P* = 0.001), *TJP1* (fold change = 2.5 × 10^–1^ ± 4.37 × 10^–2^, *P* = 0.01), and *CDH1* (fold change = 5.55 × 10^–4^ ± 4.97 × 10^–4^, *P* = 5.72 × 10^–5^; Figure 4F). Western blot analysis confirmed that over-expression of *HIST1H1A* affects the protein expression of several of these EMT molecules. In particular, loss of protein expression of epithelial marker E-cadherin in the presence of *HIST1H1A*, was associated with increase protein expression of Vimentin (Figure 4G, Supplementary Figure 2). Taken together, these data suggest that *HIST1H1A* promotes aggressive PC development. Furthermore, aggressive PC development occurs simultaneously with aberrant changes in EMT factors at the gene and protein level.

Among the list of dysregulated transcripts identified in LNCaP cells using microarray analysis, there were several NE genes that are associated with aggressive PC (Table 2, Supplementary Table 4). This is of interest given that *Hist1h1a* was identified as an aggressive disease modifier using the TRAMP mouse model of NEPC [15]. 

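Of the 8 genes in Table 2, *NCAM1* was measured here, at the transcript ID the table gives. This neural cell adhesion molecule had a log2 signal of 4.08 ± 0.41 (SD, n = 4) in control clones and 5.44 ± 0.34 (SD, n = 4) in *HIST1H1A* clones, a 2.57-fold rise (adjusted p = 0.012 from limma). Its adjusted p was 0.057 with the methods' t-test. *KLK3*, *AURKA*, *CHGA*, *CHGB*, *SYP* and *UBE2C* were not analysed here. Of 39 neuroendocrine genes listed before the data were examined but after Table 2 had been seen, 7 were measured. Only *NCAM1* passed the test (1 higher when adjusted over the list alone). The receptor tyrosine kinase *RET* had a log2 fold change of 0.69 (standard error 0.27, adjusted p = 0.26 from limma). *SRRM4*, *NKX2-1*, *SVOP*, *CALCA* and *NTS* lay between -0.08 and 0.22 on the log2 scale. The group's shift against other genes did not pass (limma camera, adjusted p = 0.45). With fry, which does not compare a list with other genes, adjusted p was 0.044. For *NKX2-1*, *CALCA* and *NTS* both groups' means lay below 3.27, the median of all values, so their fold changes rest on low signals. With 7 of 39 genes measured, this does not decide whether neuroendocrine genes changed as a whole.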

To validate the microarray results, we performed qRT-PCR analysis, which confirmed that over-expression of *HIST1H1A* significantly enhanced gene expression of Synaptophysin (*SYN*) (fold change = 4.64 ± 0.66, *P* = 3.55 × 10^–6^), *Neural Cell Adhesion Molecule 1* (*NCAM1*) (fold change = 1.06 × 10^3^ ± 1.47 × 10^2^, *P* = 22.02 × 10^–5^), *Chromogranin B* (*CHGB*) (fold change = 6.7 ± 1.46, *P* = 3.91 × 10^–5^), and *Ubiquitin Conjugating Enzyme E2 C* (*UBE2C*) (fold change = 1.70 ± 0.45, *P* = 0.04), but significantly suppressed *AR* (fold change = 3.78 × 10^–4^ ± 1.29 × 10^–4^, *P* = 1.99 × 10^–4^) and *Kallikrein-Related Pepidase 3* (*KLK3*) (fold change = 3.73 × 10^–6^ ± 5.77 × 10^–6^, *P* = 0.03) (Figure 4H). Conversely, over-expression of *HIST1H1A* in the aggressive PC-3 cell line had an opposite effect on NE markers. Specifically, qRT-PCR analysis demonstrated that *HIST1H1A* over-expression in PC-3 cells significantly suppressed the expression of *SYN* (fold change = 8.00 × 10^–2^ ± 0.03, *P* = 0.008), *NCAM1* (fold change = 5.51 × 10^–5^ ± 5.13 × 10^–5^, *P* = 4.03 × 10^–6^) and *CHGB* (fold change = 2.56 × 10^–2^ ± 7.67 × 10^–3^, *P* = 0.04; Figure 4I) compared to the control group.

**Table 2:** Microarray data analysis of neuroendocrine gene transcripts dysregulated in LNCaP cells over-expressing *HIST1H1A*

Transcript ID	Gene name	Gene symbol	RefSeq	*P*-Value (*HIST1H1A* vs. Control)	Fold-change (*HIST1H1A* vs. Control)
17104313	Androgen receptor	*AR*	NM_000044	0.00059	–13.268
16920548	Aurora kinase A	*AURKA*	NM_003600	0.97544	1.00369
16787650	Chromogranin A	*CHGA*	NM_001275	0.64767	–1.05805
16911201	Chromogranin B	*CHGB*	NM_001819	0.76382	1.03232
16864616	Kallikrein-related Peptidase 3	*KLK3*	NM_001030047	0.00069	–12.0945
16731297	Neural cell adhesion Molecule 1	NCAM1	NM_001076682	0.00129	2.43506
17110835	Synaptophysin	SYP	NM_003179	0.18923	1.1505
16914315	Ubiquitin-conjugating enzyme E2C	UBE2C	NM_001281741	0.20479	1.22344

### ATAC-seq analysis identified enhanced open chromatin regions in LNCaP cells over-expressing *HIST1H1A*

To investigate how *HIST1H1A* influences chromatin compaction, we used ATAC-seq, which is based on the integration of Tn5 transposase in the open chromatin region [26]. Three LNCaP cell clonal isolates stably over-expressing either *HIST1H1A* or control vector were used to generate sequencing libraries. Figure 5A represent regions of both increased and decreased chromatin compaction in *HIST1H1A* versus the control group, as reflected by varying degrees of peak regions. ATAC-seq analysis indicated that over-expression of *HIST1H1A* increased the number of open chromatin regions to 19,277 compared with 16,173 in control cells. There was a significant overlap of genes harboring open chromatin regions, with 10,219 (74%) of these genes demonstrating overlap between *HIST1H1A* and control group (Figure 5B). However, there were also unique subsets of genes that lost open chromatin regions (1,064; 7.6%), and gained open chromatin regions (2,583; 18.6%) with over-expression of HIST1H1A (Figure 5B). A complete list of genes identified in the *HIST1H1A* and control groups can be found in Supplementary Tables 7 and 8 respectively. To determine the pathways affected by these changes in chromatin landscape attributed to *HIST1H1A* over-expression, IPA was performed using the list of genes identified as unique to either the *HIST1H1A* or control group. Three distinct clusters were identified based on their functional characteristics (Supplementary Tables 9–11). Two lists were associated with LNCaP cells over-expressing *HIST1H1A*, one which consist of WNT3a target molecules, and the second consist of WNT signaling molecules. The third list include molecules involve in androgen biosynthesis and was associated with LNCaP cells over-expressing the control vector.

**Figure 5:**
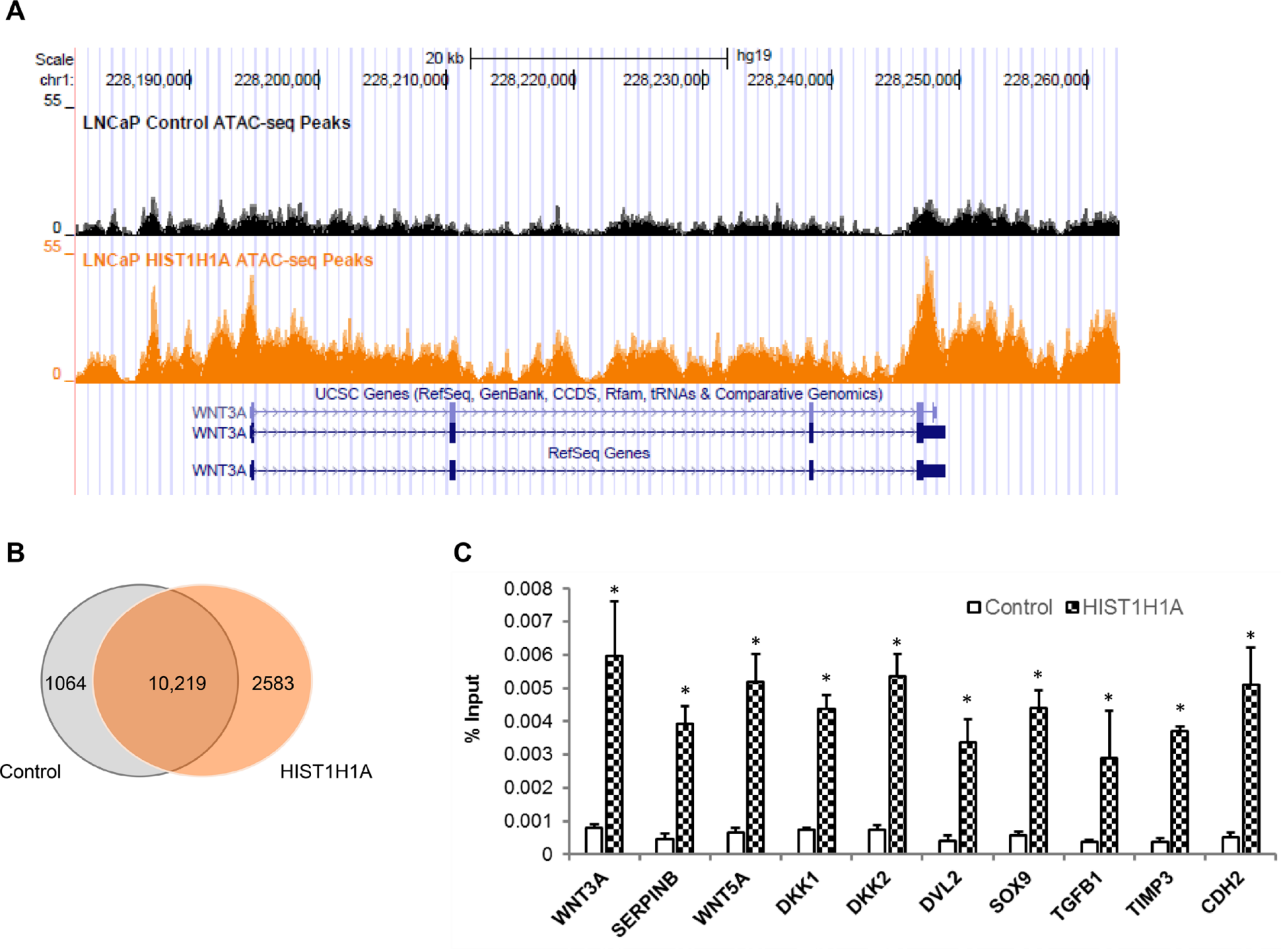
ATAC-seq analysis identified enhanced open chromatin regions in the presence of *HIST1H1A* Tracks from UCSC genome browser following ATAC-sequencing was generated from LNCaP cells over-expressing either *HIST1H1A* or control vector. Analysis was done in triplicate and peak regions are representative of one sample; control peaks are shown in black and *HIST1H1A* peaks are shown in orange (**A**). Venn diagram showing overlap in genes found in open chromatin region following ATAC-seq analysis of LNCaP cells over-expressing *HIST1H1A* and control vector (**B**). Genes identified in the ATAC-seq analysis were validated using ChIP-qPCR in LNCaP cells over-expressing *HIST1H1A* or control vector. Graphs represent the average of three clonal isolates, presented as mean + SD, *P* (^*^) < 0.05 (**C**). Statistical significance was calculated using the Student’s *T*-test with *P* (^*^) < 0.05 representing statistical significance between *HIST1H1A* and control vector group.

To confirm that *HIST1H1A* is involved in regulating the expression of WNT pathway target genes, we performed ChIP-qPCR to investigate protein-DNA interactions at specific genomic sites identified from the ATAC-seq analysis. Fragments of cross-linked chromatin of hemagglutinin (HA)-tagged *HIST1H1A* were immunoprecipitated from three LNCaP cell clonal isolates over-expressing *HIST1H1A* or control vector using an HA antibody. Quantitative-PCR was performed using several sets of primers targeting molecules involved in both the canonical and non-canonical WNT pathways. Immunoglobulin G (IgG) was used as a negative control. In samples over expressing *HIST1H1A*, signals were enriched for *WNT3A*, *SERPINB*, *WNT5A*, *DKK1*, *DKK2*, *DVL2*, *SOX9*, *TGFβ1*, *TIMP3*, and *CDH2* compared to control group, *P* (^*^) < 0.05 (Figure 5C). These data suggest that in an AR-positive environment, *HIST1H1A* may be involved in promoting a NE phenotype by influencing members of the WNT pathway.

## DISCUSSION

In this study, we explored the functional role *HIST1H1A* plays in the development of aggressive PC. We hypothesized that *HIST1H1A* modulates chromatin structure, which in turn influences the expression of genes and pathways critical to the development of aggressive PC.

An earlier study demonstrated that mice lacking *Hist1h1a* exhibit normal development [27]. While the functional role of *HIST1H1A* in PC has not been previously investigated, there are some studies investigating the expression of *HIST1H1A* and other linker histones genes in different cancer types. The expression of *HIST1H1A* along with *HIST1H1E*, *HIF0,* and *HIFX* were significantly reduced in ovarian malignant adenocarcinoma compared to benign tumor, while the linker histone *HIST1H1D* showed the reverse trend [28]. In addition, hierarchical clustering of gene expression patterns further indicate that these four linker histones can discriminate between ovarian adenomas and adenocarcinoma, suggesting their potential as biomarkers for aggressive disease [28]. In an immuno-histochemistry study, *HIST1H1B* was shown to be positively correlated with tumor grade, in that its nuclear expression increased with the grade of pulmonary NE carcinomas [29]. *HIST1H1B* protein expression was also assessed in human prostate adenocarcinoma, which revealed strong nuclear reactivity in most prostate adenocarcinoma cases compared to the benign prostatic glands [30]. In addition, *HIST1H1B* reactivity was more positively associated with Gleason Score 4 and 5, pointing to the potential of this linker histone as a diagnostic tool [30].

Our study indicates for the first time that *HIST1H1A* expression is significantly suppressed in human prostate adenocarcinoma compared to its normal counterpart using prostate TMA. Whereby, *in silico* validation using the GSE21032 cohorts suggested that *HIST1H1A* expression was associated with Gleason Score, we found no significant association between Gleason Score and H1.1 TMA staining. However, the TMA data presented here was somewhat underpowered (*n* = 80 cases vs. *n* = 80 controls), and a larger-scale analysis is required to address an association of H1.1 levels with tumor grade. Additionally, it would be of interest to determine whether H1.1 expression differs between prostate adenocarcinomas and NEPC. The latter will be the emphasis of future studies.

In our study, *HIST1H1A* over-expression in LNCaP cells significantly suppressed AR expression at the gene and protein level. In addition, opposing effects were observed with regards to the expression of a panel of NE marker genes in each of the cell lines. *HIST1H1A* expression enhances NE marker expression in LNCaP cells, yet suppressing their expression in PC-3 cells. These differences in the two cell lines induced by *HIST1H1A* over-expression may account for the differences in cell growth in LNCaP and PC-3 cells as well as tumor growth and metastasis in PC-3 cells, and supports a possible role for *HIST1H1A* in regulating AR signaling and EMT. The mechanisms through which *HIST1H1A* exert its effects in AR signaling and EMT are presently unclear, and is the focus of ongoing studies.

It was previously reported that activation of the WNT signaling pathway through β-catenin in LNCaP cells induced the expression of multiple NE markers [31]. In addition, histological studies of mouse prostate tissue following activation of WNT signaling through β-catenin showed evidence of elevated levels of chromogranin A, as well as the forkhead transcription factor, FOXA2, which are factors associated with neuroendocrine differentiation. Several studies have indicated that there is a correlation between loss of AR and NE differentiation [32–34]. In our study, both Western blot analysis and gene expression demonstrated that *HIST1H1A* over-expression in LNCaP cells lead to down-regulation of AR. In addition, pathway analysis identified WNT/β-catenin signaling as the top canonical pathway associated with *HIST1H1A* over-expression. The WNT signaling pathway is involved in both embryogenesis and tumorigenesis [35]. In the prostatic epithelial tissue, WNT signaling regulates cell proliferation, differentiation, and maintenance through its interaction with β-catenin [36–38]. Mechanistically, the interaction between WNT signaling and AR signaling differs based on PC stage: WNT/ β-catenin signaling is associated with AR-target gene transcription in hormone naïve PC cells; however, in castrate-resistant PC, both AR and WNT/ β-catenin signaling stimulate each other resulting in activation of genes involved in PC cell growth in an androgen-independent manner [39]. In addition, WNT signaling was identified as the most androgen regulated pathway, during early prostate development [40]. In particular, introduction of AR mutation into the prostate epithelia of TRAMP mice resulted in enhanced tumor formation and growth as a consequence of stimulation of the non-canonical WNT signaling pathway, particularly through its ligand, WNT-5A [41].

In the presence of WNT signaling, phosphorylation of β-catenin is inhibited, allowing its translocation to the nucleus where it binds to transcription factors of the TCF/LEF family and promote processes such as EMT [35]. EMT is a signaling pathway invoked during various stages of embryogenesis, including gastrulation, neural tube formation, as well as non-developmental processes such as wound healing. In addition, EMT is well documented in cancer progression and metastasis [35, 38, 42]. Cells that are locally invasive have been shown to lose their adherent characteristics through reduction of cell adhesion molecules such as E-Cadherin, and up-regulation of proteins such as Vimentin, and N-Cadherin. Several transcription factors such as Snail1 and Snail2 (Slug), Zeb1, Zeb2, and Twist1 have all been implicated in regulation of these cell adhesion molecules [35, 38, 42, 43]. In the current study, we demonstrated that *HIST1H1A* modulates the expression of several of these genes involved in EMT.

In summary, this study suggests a plausible mechanism underlying the effect of *HIST1H1A* in aggressive human prostate tumorigenesis. As ADT treatment increases, it is expected that the proportion of patients suffering from the aggressive NEPC sub-type will also increase. Therefore, a clearer understanding of the mechanisms that underlie aggressive PC development will assist researchers in the development of better treatment options. Overall, we have provided evidence that systems genetics can be used to show how hereditary variation influences aggressive PC susceptibility.

## MATERIALS AND METHODS

### Generation of stable cell line expressing *HIST1H1A*

Human prostate tumor cell line LNCaP was obtained from American Type Culture Collection (ATCC), and grown in RPMI cell culture media. PC-3 Luc cell line was modified from PC-3 human prostate tumor cells to express luciferase and were donated from Dr. Kathleen Kelly at NCI/NIH [44]. PC-3 Luc cells were grown in DMEM cell culture media. Both LNCaP and PC-3 Luc cell growth media were supplemented with 10% FBS and 1% Penicillin/Streptomycin, and cell cultures were maintained at 37° C and 5% CO_2_. *HIST1H1A* (GE Dharmacon, Lafayette, CO, USA, cat # OHS6085-213573401) or a control vector were stably expressed in both cell lines using lentiviral transduction as previously described [45]. Following transduction, LNCaP cells harboring the vector of interest were selected using 3 μg/mL blasticidin, and PC-3 Luc cells were selected using 20 μg/mL blasticidin. Clonal isolates were obtained using serial dilution, and the expression of *HIST1H1A* was confirmed using Western blot and qRT-PCR.

### Cell proliferation and anchorage independent growth assays

For cell proliferation assays, PC-3 Luc and LNCaP clonal isolates stably over-expressing *HIST1H1A* or control vector were seeded at 2.5 × 10^4^ cells per well in 24-well plates and allowed to adhere for 24 hours. For six consecutive days, duplicate wells containing cells were trypsinized and counted in a Cellometer slide counter to determine the growth rate. Anchorage independent growth was assessed using a soft agar colony formation assay, where 1 × 10^3^ cells expressing either *HIST1H1A* or control vector were suspended in a 0.33% agar mixture, and seeded on top of a 0.5% nutrient-agar base in 24-well plates. Each group of cells were plated in duplicate and allowed to grow at 37° C and 5% CO_2_ for two weeks. Cell colonies were stained with 0.005% crystal violet and counted.

### Trans-well cell migration and invasion assay

Cell migration and invasion assay were performed as previously described [16]. Briefly, PC-3 Luc or LNCaP cells stably over-expressing *HIST1H1A* or control vector were seeded at 5 × 10^5^ cells in serum-free media into the upper chamber of 8.0 um 24-well cell inserts (ThermoFisher Scientific). For cell migration assays, membrane of inserts were coated with 5 μg collagen I dissolved in 0.02 M acetic acid. For invasion assays, insert membranes were coated with 30 μg Matrigel (Corning) diluted in 0.01 M Tris (pH 8.0) and 0.7% NaCl. Inserts were placed in 24-well tissue culture dishes containing 10% FBS in cell culture media, which serves as an attractant to the “serum starved” cells within the upper insert. 48 hours later, cells remaining in the upper chamber were gently removed using a cotton swab, and cells still attached to the lower surface (cells that have migrated or invaded across the membrane) were fixed with 4% paraformaldehyde, and stained with crystal violet (0.05% in ethanol). Snapshots of migratory or invading cells were taken, and membranes with attached cells were destained in 300 µL of 2% SDS. Absorbance was read in duplicates at 560 nm using a microplate reader (Molecular Devices, Sunnyvale, CA, USA). Statistical analyses were performed using Student’s *T*-test and data are presented as mean ± SD with *P* < 0.05 considered as significant.

### RNA isolation and gene expression by quantitative real time PCR (qRT-PCR)

Total RNA was extracted from clonal isolates of PC-3 or LNCaP cells expressing *HIST1H1A* or the control vector using RNeasy Plus Mini Kit (QIAGEN). The concentration and purity of isolated RNA was measured using a NanoDrop (Wilmington, DE USA). Total RNA was reversed transcribed using iScript DNA Synthesis Kit (Bio-Rad, Hercules, CA USA) according to the manufacturer’s protocol. qRT-PCR were performed for gene expression using ABI Fast SYBR Green Master Mix (Life Technologies, Grand Island, NY USA) as previously described [45].

### Microarray analysis

Total RNA from LNCaP clonal isolates expressing *HIST1H1A* or control vector were isolated using miRNeasy Mini Kit according to the manufacture’s protocol (QIAGEN, Cat #217004). Samples were processed using Affymetrix Human Gene 2.0 ST Array and GeneChip WT PLUS Reagent Kit (Santa Clara, CA USA) according to the manufacturer’s protocol. Differential expression data was analyzed using Partek Genomic Suite, and heat maps were generated using R as previously described [45]. Omics data was analyzed using Ingenuity Pathway Analysis (IPA) (QIAGEN). For IPA the following parameters were used: All data sources Confidence = experimentally observed; All Species = human; All tissue and primary cells using the stringent filter; Examined both interaction molecules and causal networks. All data from microarray analysis were submitted to Gene Omnibus GSE101982.

### Assay for transposase accessible chromatin (ATAC)-sequencing experiment and analysis

Approximately 5 × 10^4^ cells were taken from a combined pool of three independent clonal isolates of LNCaP cells stably over-expressing *HIST1H1A* or control vector. The cells were then lysed, and the transposition reaction was carried out using the Nextera DNA Sample Prep Kit (Illumina Cat # FC-121-1032). Purification was performed using AmpureXP beads at room temperature. The transposed DNA fragments were amplified using PCR techniques as previously described (Cycles: 1–72° C, 5 mins; 2–98° C, 30 secs; 3–98° C, 10 secs; 4–63° C, 30 secs; 5–72° C, 1 min; 6-Repeat steps 3–5, 4×; 7-Hold at 4° C) [26]. ATAC-seq data was generated on the Illumina HiSeq2500 platform. Each sample was sequenced on four separate lanes, and single-end ATAC-seq data were obtained. ATAC-seq reads that passed the Illumina platform quality check were used for downstream analyses. ATAC-seq reads were mapped to the human hg19 reference genome sequence using the BWA aligner (BWA mem; v. 0.7.12). Unambiguously mapped reads were selected using samtools view with option -q 1. Mapping data for corresponding samples were merged using samtools merge, and bamToBed (v. 2.10.0) was used to generate BED files containing the mapped positions for the ATAC-seq data. ATAC-seq reads that mapped to genomic regions of low mappability (centromere, telomere, and satellite repeats) were removed. PCR duplicates were also removed by selecting only one read that mapped to a genomic position in the same orientation. ATAC-seq peak calling was performed with the MACS2 software (v. 2.1.1) using the callpeak command with the following options: —nomodel —shift 100 —extsize 200. Following ATAC-sequencing analysis, IPA analysis was performed. For IPA the following parameters were used: All data sources Confidence = experimentally observed; All Species = human; All tissue and primary cells using the stringent filter; Examined both interaction molecules and causal networks.

### Chromatin immunoprecipitation (ChIP) and validation using qRT-PCR

ChIP-qPCR was used to validate target genes derived from the ATAC-seq analysis. Three independent clonal isolates from LNCaP cells stably over-expressing *HIST1H1A* or control vector were used for ChIP assays as previously described [45]. Briefly, 1% formaldehyde was used to fixed cells, followed by cell lysis. Cell lysates were pre-cleared with Protein G Sepharose beads (GE Healthcare), then incubated with *HIST1H1A* (HPA043753, Sigma Life Science) or IgG (12-370, Millipore), and protein G Sepharose beads were added for overnight incubation at 4° C. NaCl was used for reverse cross-linking, and DNA was extracted using Qiaquick PCR purification kit (Qiagen). The DNA product was used for ChIP-qPCR analysis, and samples were amplified in duplicates using ABI Fast SYBR Green Master Mix (Life Technologies, Grand Island, NY USA). Student’s *T*-tests was used to calculate statistical significance, and data are presented as mean ± SD with *P* < 0.05 being considered significant.

### Western blot

Protein expression in LNCaP and PC-3 cells was determined by Western blotting. Protein extraction was carried out using chromatin extraction buffer containing Complete Protease inhibitor cocktail (Roche, Germany). Protein concentration in the supernatant isolated from LNCaP cells was determined using a standard protocol of the Bradford assay. 30 μg of protein from each sample was separated using SDS-polyacrylamide gel electrophoresis, then transferred onto PVDF transfer membrane (Millipore) using Trans-BLOT SD Semi-Dry Transfer Cell (BIO-RAD). The membrane was blocked for 1 hour using 5% milk in TBS-T before incubation with the primary antibody (Sigma-Aldrich, St. Louis, MO, USA cat # HPA043753) overnight at 4° C, followed by incubation with secondary antibody (Millipore, Billerica, MA, USA) for 1 hr at room temperature. Immunoblots were developed using enhanced chemiluminescence (Amersham Biosciences, Piscataway, NJ).

### Immunohistochemistry

De-identified human prostate tissue microarray (TMA) samples were obtained from The Prostate Cancer Biorepository Network (PCBN). Frozen paraffin embedded tissue microarrays were dried for 1 hour at 60° C. Deparaffinization, rehydration and epitope retrieval were done using Dako pre-treatment link platform using 50× citrate buffer (pH 6.1). *HIST1H1A* antibody (HPA043753, Sigma Life Science) was diluted 1:500 using Envision Flex Antibody Diluent (Dako). Automated IHC with Autostainer Link 48 (Dako) was performed using Envision Flex High-sensitivity visualization system (Dako) kit. Antibody incubation was programmed for 1 hr, and Envision FLEX Rabbit was used to amplify primary antibody signals. Samples were counterstained using EnVision FLEX Hematoxylin (Dako). Sample slides were dehydrated twice for two minutes each in the following solution 70% ethanol, 95% ethanol, 100% ethanol, and xylene, then cover slipped using Permaslip mounting media. Immunostaining of H1.1 in the tissue samples were categorized based on predominant staining intensity in the cells (negative = 0, weak = 1, moderate = 2, and intense = 3); and on the percentage of all positive cells, and weak to strong in the total cell population (negative = 0, 1–5% = 1, 5–25% = 2, 25–50% = 3 and 50–100% = 4). In the cancer cores, only invasive cancers were scored; in the epithelial component, only luminal epithelial cells were scored; and in the stromal components, only myofibroblasts, fibroblasts, and smooth muscle cells were scored. Wilcoxon rank sum test was used to determine statistical significance between prostate normal and adenocarcinoma group with *P* < 0.05 representing significance.

### *In vivo* tumor xenograft and metastasis assay

To monitor tumor growth that might be influenced by over-expression of *HIST1H1A*, 1 × 10^6^ PC-3 Luc cells over-expressing *HIST1H1A* or control vector were re-suspended in 50 μL phosphate buffered saline (PBS) and 50 μL Matrigel (Corning, Bedford MA). Cells were injected subcutaneously into the flanks of 15 six-week old NU/J male mice (Jackson Laboratory, Bar Harbor ME). Tumor growth was measured once a week for six weeks using a digital caliper. Volume of the tumors was calculated using the formula: Volume = (Width^2^ × Length)/2. The results are presented as mean ± SD.

The ability of cells to disseminate to distant sites *in vivo* was assessed using the intra-cardiac metastasis assay as previously described [17]. Briefly, 12 six-week old male NU/J mice were injected with 1 × 10^5^ PC-3-Luc cells over-expressing either *HIST1H1A* or control vector into the left cardiac ventricle. To monitor dissemination of tumor cells, mice were anesthetized with isoflurane, and injected with D-luciferin (150 mg/kg body weight). Bioluminescent images of tumors developing in the mice were acquired using the *in vivo* Xtreme Imager (Bruker, Billerica MA). The experiment was terminated when mice weight dropped by 10% of initial body weight or six weeks post-intracardiac injection. At termination of the experiment, necropsies were performed and mice exhibiting tumor growth in the chest cavity were excluded from data analysis due to cell spillage at the time of injection. Results are represented as mean + SD. Both *in vivo* assays were performed at least twice. In the tumor xenograft experiment the Student’s *T*-test was used to determine significance and for the metastasis experiment ANOVA was used to determine significance, with *P* < 0.05 representing significance. All experiments utilizing mice were approved and performed in compliance with the National Human Genome Research Institute Animal Care and Use Committee’s guidelines.

### Gene analysis in human expression datasets

Logistic regression analysis was performed to determine the association between the expression levels of six *hist1* gene transcripts identified in GWAS analysis with aggressive PC clinical variable, whereby the candidate gene expression level was presented as z-scores, as was previous described [17]. GSE21032 (*N* = 150 PC cases) and GSE46691 (*N* = 545 PC cases) data sets consisting of microarray gene expression data, and the TCGA data set consisting of RNA-seq PC gene expression data was used to determine the z-scores by calculating the SD of the levels of transcript found in each case compared to the mean transcript expression in all tumors. TCGA and GSE21032 consists of tumor gene expression data obtained from cBioPortal for Cancer Genomics [46, 47], and GSE46691 consists of data obtained from Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46691). Benjamini-Hochberg FDR for univariate logistic regression *P*-value was performed to correct for multiple testing, where threshold for significance was set as FDR of 5%. Kaplan–Meier survival analysis was performed using Medcalc, where survival time in all cohorts with higher or lower levels of tumor candidate gene expression was compared to all other cases. A z-score of > 2 or <–2 denotes higher or lower levels of gene expression respectively.

### QTL mapping

J/qtl was used to map QTLs in our study as was previously described [15]. Briefly, QTLs were mapped for all traits using a single-QTL analysis, and using a binary model for binary trait, and a non-parametric model for all other traits. Permutation testing was used to test significance levels, using 10,000 permutations. QTL confidence intervals were estimated using 2-LOD support intervals, and QTLs reaching a genome-wide *α* < 0.05 were considered to be of interest.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

ADT: androgen deprivation therapy
AR: androgen receptor
ATAC: assay for transposase accessible chromatin
CI: confidence interval
ChIP: Chromatin Immunoprecipitation
Chr: Chromosome
DFS: disease-free survival
EMT: epithelial to mesenchymal transition
FDR: false discovery rate
HA: hemagglutinin
IgG: immunoglobulin G
IHC: immunohistochemistry
IPA: Ingenuity Pathway Analysis
NE: neuroendocrine
NEPC: neuroendocrine prostate cancer
OD: odds ratio
PC: prostate cancer
PSA: prostate specific antigen
PVDF: polyvinylidene difluoride
QTL: quantitative trait locus
TBST: tris-buffered saline-Tween 20)
TMA: tissue microarray

# Supplementary material for: Prostate cancer susceptibility gene HIST1H1A is a modulator of androgen receptor signaling and epithelial to mesenchymal transition
**Source:** Oncotarget. 2018 Jun 19;9(47):28532–46. doi: 10.18632/oncotarget.25536
**Supplement:** Supplementary file 1

Prostate cancer susceptibility gene *HIST1H1A* is a modulator of androgen receptor signaling and epithelial to mesenchymal transition

SUPPLEMENTARY MATERIALS

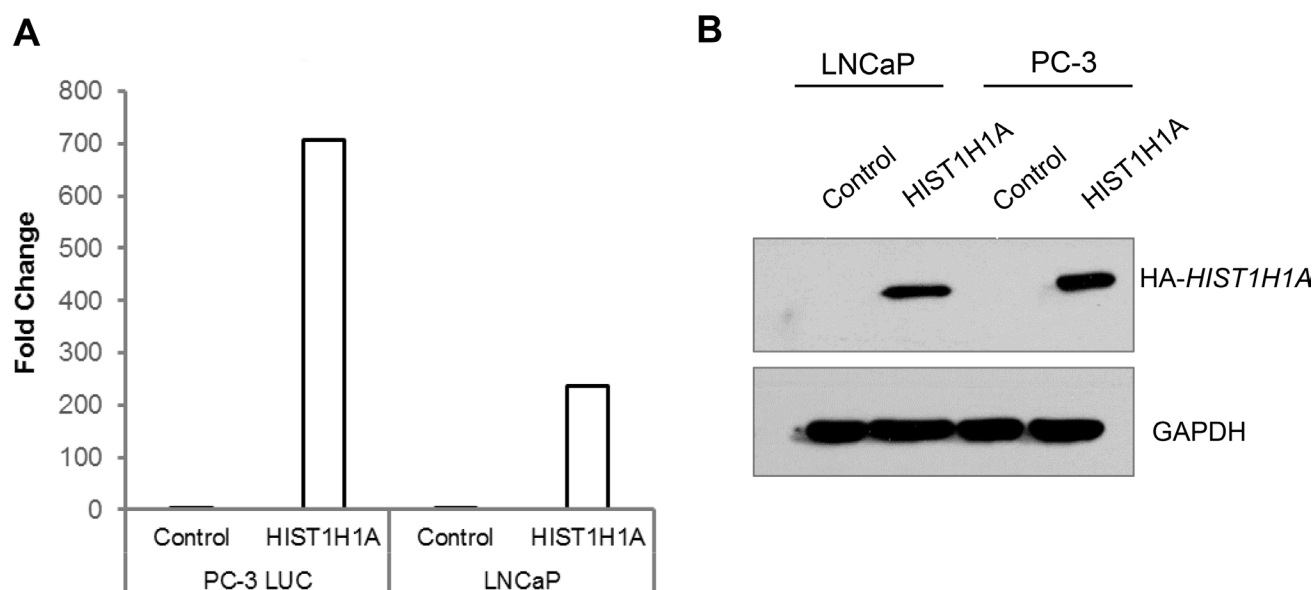

Supplementary Figure 1: Quantitative RT-PCR and Western blot analysis of LNCaP and PC-3 cells. (A) qRT-PCR and (B) Western blot analysis was used to quantify *HIST1H1A* gene expression and protein expression respectively in clonal isolates of LNCaP and PC-3 cells over-expressing *HIST1H1A* or control vector. HA antibody was used to detect HA-Tagged *HIST1H1A* over-expressed in cell lines, and GAPDH was used as a loading control in Supplementary Figure 1B.

A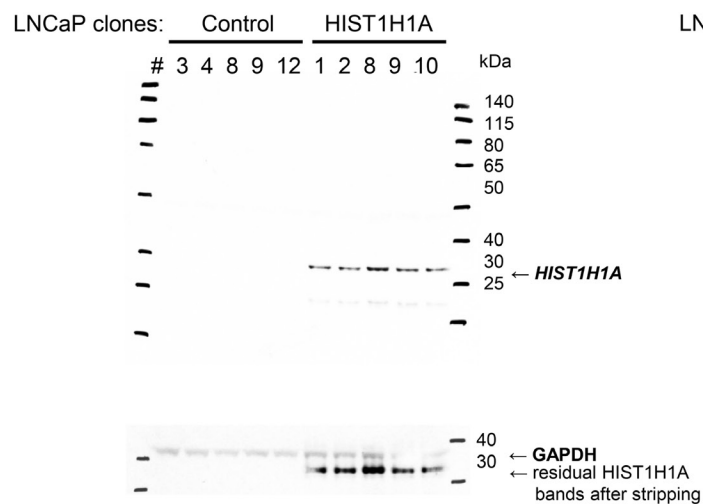**B**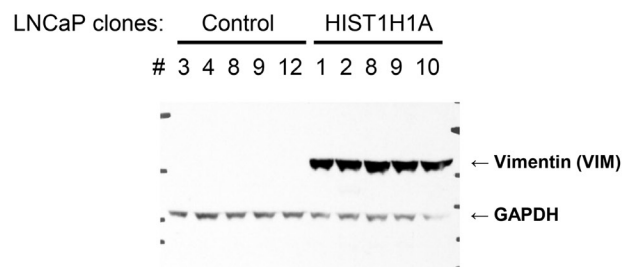**C**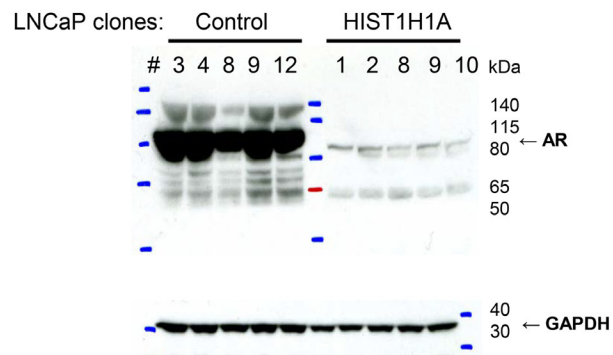**D**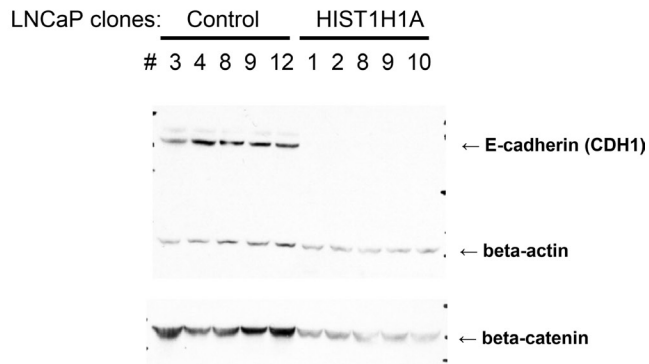

Supplementary Figure 2: Western blot analysis of whole cell lysates from LNCaP cells over expressing *HIST1H1A* or control vector. Protein expression was confirmed for *HIST1H1A* (A), Vimentin (B), Androgen Receptor (C) and E-cadherin and Beta-Catenin (D). GAPDH or Beta-Actin was used as a loading control.

Supplementary Table 1: Logistic regression analyses for six genes from the hist1 gene cluster in the GSE46691, GSE21032 and TCGA human prostate cancer gene expression cohort. See Supplementary_Table_1

Supplementary Table 2: Kaplan–Meier Survival analyses for six genes from the hist1 gene cluster in the GSE46691 human prostate cancer gene expression cohort. See Supplementary_Table_2

Supplementary Table 3: Analysis of tissue microarray cores for prostate normal and adenocarcinoma samples. Results indicate the percentage of cells with staining intensity within the epithelial or stromal tissues ranging from negative (0) to 50–100% (4); and the epithelial and stromal intensity score in the core ranging from negative (0) to strong (3). See Supplementary_Table_3

Supplementary Table 4: Microarray data analysis of dysregulated transcripts in LNCaP cell clonal isolates over-expressing *HIST1H1A*. Four clonal isolates from cells expressing either *HIST1H1A* or control vector were prepared for microarray analysis. Results depict fold change in gene expression of cells expressing *HIST1H1A* versus the control vector. See Supplementary_Table_4

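Each row of Supplementary Table 4 gives a transcript cluster with a p-value and a fold change, where a negative fold change stands for a lower level in *HIST1H1A* clones. The first 1999 of its 53617 rows were used here, and 462 of their transcript IDs were among the 16377 clusters measured. All 462 had the same direction in both. Across these clusters the log2 fold changes correlated at r = 0.999, with a median difference of 0.07 in size on the log2 scale. The rows in hand have small p-values, so this covers strongly changed clusters only. The title of the table's sheet carries the note minus#5, which the sources used here do not explain, so which arrays the table rests on is not known here.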

Supplementary Table 5: Ingenuity Pathway Analysis identifies several pathways affected by *HIST1H1A* over-expression in LNCaP cells

Ingenuity canonical pathways	FDR	Ratio
Axonal guidance signaling	1.10E-05	1.71E-01
Virus entry via endocytic pathways	1.15E-04	2.70E-01
PTEN signaling	1.55E-04	2.37E-01
Protein Kinase A signaling	3.02E-04	1.61E-01
Regulation of the epithelial-mesenchymal transition pathway	3.98E-04	1.96E-01
Melatonin signaling	5.37E-04	2.71E-01
Gαq signaling	7.24E-04	2.04E-01
Factors promoting cardiogenesis in vertebrates	7.24E-04	2.39E-01
Nitric oxide signaling in the cardiovascular system	8.32E-04	2.30E-01
Wnt/Ca+ pathway	8.51E-04	2.86E-01

Gene expression identified in the microarray analysis (Supplementary Table 4) was used to perform IPA.

Supplementary Table 6: Molecules implicated in the regulation of Epithelial-Mesenchymal Transition that displayed significant fold change with the over-expression of *HIST1H1A* in LNCaP cells

Symbol	Entrez gene name	Entrez gene/gene symbol	Exp <i>P</i> -Value	Exp fold change	Type(s)
<i>AKT2</i>	v-akt murine thymoma viral oncogene homolog 2	AKT2	3.03E-04	-1.619	kinase
<i>AKT3</i>	v-akt murine thymoma viral oncogene homolog 3	AKT3	6.82E-04	6.604	kinase
<i>CDH1</i>	cadherin 1	CDH1	4.23E-07	-58.185	other
<i>CDH2</i>	cadherin 2	CDH2	4.22E-06	7.361	other
<i>CLDN3</i>	claudin 3	CLDN3	3.02E-04	-9.46	transmembrane receptor
<i>ESRP2</i>	epithelial splicing regulatory protein 2	ESRP2	8.63E-07	-15.528	other
<i>FGF2</i>	fibroblast growth factor 2 (basic)	FGF2	1.48E-04	3.989	growth factor
<i>FGF5</i>	fibroblast growth factor 5	FGF5	3.22E-04	1.651	growth factor
<i>FGF11</i>	fibroblast growth factor 11	FGF11	1.07E-03	2.777	growth factor
<i>FGFR1</i>	fibroblast growth factor receptor 1	FGFR1	1.20E-04	3.174	kinase
<i>FGFR2</i>	fibroblast growth factor receptor 2	FGFR2	2.59E-04	2.413	kinase
<i>FGFR3</i>	fibroblast growth factor receptor 3	FGFR3	9.62E-04	2.929	kinase
<i>FGFRL1</i>	fibroblast growth factor receptor-like 1	FGFRL1	1.50E-03	-1.85	transmembrane receptor
<i>FZD5</i>	frizzled class receptor 5	FZD5	2.59E-04	-1.519	G-protein coupled receptor
<i>FZD7</i>	frizzled class receptor 7	FZD7	3.06E-05	5.124	G-protein coupled receptor
<i>FZD8</i>	frizzled class receptor 8	FZD8	1.99E-06	14.06	G-protein coupled receptor
<i>JAG2</i>	jagged 2	JAG2	1.28E-03	-2.392	growth factor
<i>JAK1</i>	Janus kinase 1	JAK1	4.00E-07	28.879	kinase
<i>LEF1</i>	lymphoid enhancer binding factor 1	LEF1	1.00E-04	2.701	transcription regulator
<i>LOX</i>	lysyl oxidase	LOX	4.52E-05	2.483	enzyme
<i>MAP2K3</i>	mitogen-activated protein kinase kinase 3	MAP2K3	8.24E-04	-1.765	kinase
<i>MAPK3</i>	mitogen-activated protein kinase 3	MAPK3	2.55E-03	2.487	kinase
<i>MET</i>	MET proto-oncogene, receptor tyrosine kinase	MET	8.67E-07	12.338	kinase
<i>mir-8</i>	microRNA 200c	MIR200C	8.20E-05	-4.609	microRNA
<i>MMP2</i>	matrix metalloproteinase 2	MMP2	6.39E-04	15.238	peptidase
<i>NFKB1</i>	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1	NFKB1	9.75E-04	-1.582	transcription regulator
<i>PIK3CD</i>	phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit delta	PIK3CD	2.03E-03	-2.041	kinase
<i>PIK3R2</i>	phosphoinositide-3-kinase regulatory subunit 2	PIK3R2	1.77E-03	-1.936	kinase
<i>SMO</i>	smoothened, frizzled class receptor	SMO	1.65E-06	5.811	G-protein coupled receptor
<i>SNAI2</i>	snail family zinc finger 2	SNAI2	2.25E-04	16.729	transcription regulator
<i>TCF4</i>	transcription factor 4	TCF4	1.29E-03	2.881	transcription regulator
<i>TCF7L2</i>	transcription factor 7-like 2 (T-cell specific, HMG-box)	TCF7L2	1.60E-05	2.948	transcription regulator
<i>TGFB1</i>	transforming growth factor beta 1	TGFB1	1.60E-03	4.592	growth factor
<i>TGFBR2</i>	transforming growth factor beta receptor II	TGFBR2	1.16E-04	4.883	kinase
<i>WNT5A</i>	wingless-type MMTV integration site family member 5A	WNT5A	2.60E-03	2.301	cytokine
<i>ZEB2</i>	zinc finger E-box binding homeobox 2	ZEB2	9.76E-04	2.067	transcription regulator

IPA identified several molecules affected by *HIST1H1A* over-expression in LNCaP cells.

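Of the 36 molecules listed in Supplementary Table 6, 4 were measured here, and 3 rose and 1 fell. The table was chosen on these arrays and is not independent evidence of its direction. *JAK1*, a kinase that signals for cytokine receptors, rose from a log2 signal of 4.27 ± 0.28 (SD, n = 4) to 9.12 ± 0.31 (SD, n = 4), or 28.9-fold (adjusted p = 7.2e-06 from limma). *FZD8* rose 14.1-fold (adjusted p = 2.4e-05 from limma) and *FGFR2* 2.41-fold (adjusted p = 0.0025 from limma). The transcript cluster of *MIR200C*, the gene of a microRNA that targets *ZEB1* and *ZEB2*, was 4.61-fold lower (adjusted p = 0.00056 from limma). The level of the mature microRNA was not tested. The lower group's mean of *FGFR2* and of *MIR200C* lay below the median of all values, so these folds rest on low signals.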

Supplementary Table 7: ATAC-sequencing data analysis identified transcripts in LNCaP cells over-expressing *HIST1H1A*.
 See Supplementary_Table_7

Supplementary Table 8: ATAC-sequencing data analysis identified transcripts in LNCaP cells over-expressing the control vector. See Supplementary_Table_8

Supplementary Table 9: IPA analysis identifies WNT3a target molecules in LNCaP cells over-expressing *HIST1H1A*.
 Transcripts identified in the ATAC-sequencing data analysis were used to perform IPA. See Supplementary_Table_9

Supplementary Table 10: IPA analysis identifies WNT signaling molecules in LNCaP cells over-expressing *HIST1H1A*.
 Transcripts identified in the ATAC-sequencing data analysis were used to perform IPA. See Supplementary_Table_10

Supplementary Table 11: IPA analysis identifies molecules involved in androgen biosynthesis in LNCaP cells over-expressing the control vector

Molecules involved in androgen biosynthesis in LNCaP cells expressing control vector								
Symbol	Entrez gene name	Entrez Gene/Gene symbol—human (Hugo/HGNC, entrez gene)	Location	Type(s)	Drug(s)	Entrez Gene ID for human	Entrez Gene ID for mouse	Entrez Gene ID for Rat
AKR1C3	aldo-keto reductase family 1 member C3	8644	Cytoplasm	enzyme		8644	105349	171516
SRD5A1	steroid 5 alpha-reductase 1	6715	Cytoplasm	enzyme	dutasteride/<br>tamsulosin,<br>5-alpha-reductase inhibitor, ethinyl<br>estradiol/<br>levonorgestrel,<br>levonorgestrel,<br>finasteride,<br>dutasteride	6715	78925	24950
SRD5A2	steroid 5 alpha-reductase 2	6716	Cytoplasm	enzyme	dutasteride/<br>tamsulosin,<br>azelaic acid,<br>finasteride,<br>dutasteride	6716	94224	64677

Transcripts identified in the ATAC-sequencing data analysis were used to perform IPA.

How the deposited data were processed for this re-analysis (not part of the article)

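Total RNA of 4 control and 4 *HIST1H1A* clonal isolates of LNCaP cells was measured on Affymetrix Human Gene 2.0 ST arrays. The authors deposited log2 signal per transcript cluster. The paper names Partek Genomics Suite for the analysis, and the version and the summarization and normalization of the signals are not given in the sources used here. No further normalization was applied. The paper's array methods name no test. What is called the methods' t-test here was taken from the legend of Figure 4, which names it for replicate experiments, so its use on the arrays is inferred. Its p-values on these 8 arrays equal the paper's in Supplementary Table 6 for the 4 genes measured, at 3 significant digits.

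The table used here held 16377 transcript clusters. Genes were named from the platform's annotation, with symbols updated through gene identifiers, which gave 4247 clusters with 1 symbol, 0 with several and 12130 with none here. Array control clusters could not be told from other unnamed clusters, so all were tested. *HIST1H1A* and the other somatic H1 genes were not analysed here, nor were the genes held as checks of cell line identity by genomic loss or silencing. Some genes and the gene lists that rest on them are not reported here.

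The groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with all 8 arrays and no covariates. A cluster was called changed at an adjusted p under 0.05 and a fold change over 2, the paper's thresholds. Statements that a single gene or a list member rose or fell use the adjusted p alone. A gene with several clusters was represented by the cluster with the highest mean, except that Table 2 genes used the transcript ID in that table. Clusters were joined to a gene by the annotation's name alone, and the strand they read was not checked. The named genes were fixed by rule before the data were examined: the H1 genes, the genes of Table 2, of the EMT text and of Supplementary Table 6, the 10 largest rises and 10 largest falls past the thresholds with no overlap between groups, and in each of 32 gene lists up to 3 rises and 3 falls. Values in Table 2 and Supplementary Tables 4 and 6 had been seen when the rule and the lists were written. All measured PC-3 and HEK293 markers were named as well, outside this rule, for tests chosen after the result was seen. Of the 32 lists, 26 had a measured member, and the 19 with at least 3 were tested with camera at a preset correlation of 0.01.

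On simulated arrays with the clusters' own means and spread and 200 changed clusters, limma recovered 67 of 100 changes of 1.5 and 94 of 100 changes of 3 on the log2 scale, with 6 false calls among 16177 clusters. The changed clusters were drawn from those with a mean above the median, so recovery in dim clusters was not tested. The simulated noise was independent between clusters, which the spread of real arrays need not be. The alternatives were the methods' t-test, limma with trend and robust settings, 2 further normalizations, a filter on dim clusters, named clusters only, other fold rules, a block on clone number (arrays of clones 8 and 9), the mean over a gene's clusters, other gene set tests and leaving out each array. The number of arrays limits the precision.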

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

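In 5 of 102 groups of 4 clones tested for the named genes, 1 clone stood apart from the others, and chance alone gives about 5.1. All 5 were control clones. *CACHD1* was at 3.69 in control clone 9, where the nearest other control clone was at 3.12. *INPPL1* was at 5.90 in control clone 8 against 6.31. *LINC02381* was at 3.11 in control clone 3 against 3.62. *PLXNA2* was at 4.49 in control clone 9 against 4.32. *ST8SIA6-AS1* was at 8.21 in control clone 9 against 6.64. All values are log2 signals.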

How the results depend on the processing

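The 618 changed clusters (392 up, 226 down) became 397 with the methods' t-test (127 down), 388 over named clusters only (256 up, 132 down), where fewer clusters were tested, 948 with no fold minimum (617 up) and 118 with limma's test against a fold of 2 (73 up, 45 down). Leaving out 1 array gave 480 to 672. The cause of the difference with the methods' t-test was not tested. Clone numbers 8 and 9 occur in both groups, but only as numbers: deviations from the group means correlated at 0.07 and -0.22. With these 4 arrays and a replicate block limma called 0 clusters (0 up, 0 down; 1182 at a fold over 2 and an unadjusted p under 0.05), and without the block 75 (46 up, 29 down). The mean correlation within groups exceeded that between groups by 0.026, by 0.0546 after the filter on dim clusters and by 0.0552 over named clusters. The highest median share of the control level kept was 10.5%, 9.61% over named clusters and 9.63% to 12.4% when 1 array was left out. The epithelial list had adjusted p = 0.095 with an estimated correlation. With fry, which does not compare a list with other genes, adjusted p was 3.8e-05 for the mesenchymal, 0.044 for the neuroendocrine and 0.0060 for the axon guidance list. The mesenchymal list had adjusted p between 0.0499 and 0.192 when 1 array was left out. Of 46 named genes that passed, 35 passed in all 16 settings that keep at least 7 arrays and test against no change. In the 4 arrays of clones 8 and 9, 46 calls were lost with the block and 26 without it. There *KCTD12* rose 10.2-fold, *WLS* 12.4-fold and *GPR158* was 37.2-fold lower (adjusted p = 0.074, 0.035 and 0.091 from limma without the block, and 0.14, 0.10 and 0.13 with it). On all 8 arrays 19 calls were lost against a fold of 2. No named gene that passed changed direction. Array weights, chosen after seeing the data, lost no named gene.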

Differences from the paper's values

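The paper reports over 1900 changed transcripts, and 618 were counted here at the same thresholds. The table used here holds 16377 clusters where Supplementary Table 4 has 53617 rows, so the counts cover different sets. The count here is 3.77% of its clusters, and the paper's 1900 would be 3.54% of its rows. No alternative set before the data were examined gives a count within 1.5 times of the paper's (948 with no fold minimum was the highest), but over this smaller set the paper's own share gives a count far below 1900, so this does not bear on the settings.

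Supplementary Table 4 gives the paper's fold change of *FOLH1* as -36.3, and it was -62.9 here; no alternative brings it within 1.5 times. Its mean in *HIST1H1A* clones, 2.65, lies below the median of all values, so the fold rests on a low signal. For *EHF* the paper's value is -23.6 and the value here -38.3; leaving out control clone 9 gives -34.7, which is within 1.5 times, and the other alternatives do not. The other 27 named genes in the rows of that table in hand differed by less. The paper's folds in Supplementary Table 6 match those of these 8 arrays (*JAK1* 28.879 in the paper and 28.9 here), while Supplementary Table 4 gives 25.5 for *JAK1* and Table 2 gives 2.44 for *NCAM1*, which was 2.57 here. Of 121 choices of 2 to 4 arrays per group, none gave the values of Supplementary Table 4, and the lowest largest difference was 0.617 on the log2 scale. With all 8 arrays 315 of 339 rises and 105 of 123 falls were larger here than in that table, by up to 0.79 on the log2 scale. Its sheet carries the note minus#5, which is not explained in the sources used here, so these differences are between tables that need not rest on the same arrays.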

Other observations

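The tests of PC-3 and HEK293-type origin were chosen after the result was seen, and the rule for reading their markers was revised after it. Of 23 luminal prostate genes, 5 were measured and all 5 fell (5 lower when adjusted over the list alone): *FOLH1*, *EHF*, *KRT8*, *CREB3L4* and *KRT18*. As a group they were lower (limma camera, adjusted p = 8.4e-08, and adjusted p = 0.032 with an estimated correlation). This list, too, was written after values of Supplementary Table 4 had been seen, and it shares *EHF*, *KRT8* and *KRT18* with the epithelial list. It is therefore not independent evidence, neither of its direction nor beside the epithelial list. Among WNT target and regulator genes, 10 were measured, and *LGR5*, a receptor for R-spondins, rose 7.90-fold, *WLS*, which carries WNT ligands to the cell surface, rose 7.22-fold, and the cell cycle gene *CCND1* was 1.77-fold lower (limma camera, adjusted p = 0.18). Of the listed WNT ligands and receptors, 6 were measured, and only *FZD8* passed. All 6 encode receptors or co-receptors (*FZD8*, *ROR1*, *LRP6*, *LRP5*, *FZD4* and *FZD10*), and no WNT ligand of the list was measured. All 7 measured HOX genes belong to the HOXC cluster, and 4 of them rose: *HOXC9* 2.83-fold, *HOXC10* 2.23-fold, *HOXC8* 1.81-fold and *HOXC11* 1.49-fold (limma camera, adjusted p = 0.14). *HOXC4*, *HOXC12* and *HOXC13* had log2 fold changes of 0.32, -0.32 and -0.52 and did not pass. The *HOXC8* call was lost in 10 of the 16 other settings that keep at least 7 arrays and test against no change and the *HOXC10* call in 4, with adjusted p up to 0.11 and 0.070. The *HOXC11* call was not repeated under these settings. Its control mean, 3.15, lay below the median of all values, so its fold rests on a low signal.

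Supplementary Tables 9 and 10 come from the paper's ATAC-seq analysis of open chromatin, which RNA levels do not test. Of 67 listed genes of the WNT3A network in Supplementary Table 9, 9 were measured. *CCND2* rose 5.92-fold and *CD44* 1.90-fold, *BCL9L* fell and 6 did not pass. The other cluster that the annotation names *CCND2* was 1.10-fold higher and did not pass (adjusted p = 0.73 from limma). The mean of the clusters of this name rose 2.56-fold. The other cluster that the annotation names *BCL9L* was 1.11-fold lower and did not pass (adjusted p = 0.81 from limma). The strand of these other clusters was not checked. The *BCL9L* call was lost in 6 of the 16 other settings. The *CD44* call was lost in 1 of them, without *HIST1H1A* clone 9 (adjusted p = 0.053 from limma, between 0.0046 and 0.053 over the 16). The control means of *LGR5* and *CD44* lay below the median of all values, so their folds rest on low signals. Of 39 listed genes of Supplementary Table 10, 6 were measured, and only *CD44* passed. *HSD17B6* rose 1.63-fold among 4 measured genes of androgen and lipid synthesis, and its call was lost in 7 of the 16 other settings. Of 40 listed proliferation genes, 5 were measured and none passed. Their log2 fold changes lay between -1.09 (*CDK1*, standard error 0.52) and 0.74 (*KIF11*, standard error 0.42), so a change in such genes is not excluded. None of 4 of 12 fibroblast, 3 of 10 endothelial, 1 of 12 leukocyte and 1 of 8 basal prostate markers measured passed the test, nor did *PRPH*. *DKK1* did not pass either. The paper's evidence for *DKK1* is ChIP-qPCR enrichment, which RNA levels do not test.

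The count of 618 changed clusters was reached by 1 of the 35 splits of the 8 arrays into 4 and 4, the real one, and the highest other split called 1. The other splits mix control and *HIST1H1A* clones, which adds any group difference to the spread within their groups and lowers their counts. A share of 1 in 35 is also the lowest these arrays can give. The result makes a chance split less likely but does not exclude it.

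Genes that fell could keep part of the control level if 1 *HIST1H1A* array held control-like cells or RNA. Over 46 clusters, the median share kept was 10.5% in clone 2 and 9.31% to 9.94% in the other clones, so no array stood out. In clone 2 the upper quartile was 2.18 times the lower, between the bounds of 2 and 4 set before the data were examined. Clusters were chosen where the lowest *HIST1H1A* array lay over 8-fold below the control mean, which bounds the share in that array, so a small admixture stays open.

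A candidate explanation for large changes of lineage genes is that *HIST1H1A* clones derive from another cell line. Of 12 markers each, written before the values were seen but after Supplementary Table 4, 4 were measured for PC-3 cells and 3 for HEK293-type cells, and 0 of the PC-3 and 0 of the HEK293 markers rose past the thresholds. *CD44* rose below a fold of 2, *EPHA2*, *DKK1* and *KRT7* did not pass, *GAL* and *PAX2* did not pass, and *TBX3* was 4.96-fold lower. By more than 2 standard errors, 3 of the 4 PC-3 markers lay below a fold of 2, and *CD44* did not. Of the PC-3 markers not measured here, CAV1 is in the rows of Supplementary Table 4 in hand, with the paper's value of 1.91. These values argue against an origin of all *HIST1H1A* clones from PC-3 cells, with the limits that 4 of 12 markers were measured and that no PC-3 array was used here to show that their clusters respond. The 3 HEK293 markers also lay below a fold of 2 by more than 2 standard errors. *GAL* and *TBX3*, however, were already at 7.49 and 8.63 in control clones, above the median of all values, so a missing rise says little. In addition, 6 HEK293 markers not measured here have positive fold changes in the paper's Supplementary Table 4. Among them are the paper's values of 166 for *NEFL*, 31.5 for *IGF2BP1*, 10.4 for *INA* and 6.47 for *LIN28B*. A HEK293-type origin therefore cannot be decided from the part of the table used here, and an effect of *HIST1H1A* itself stays open and was not tested separately.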
